# Polycomb Group Protein Pcgf6 Acts as a Master Regulator to Maintain Embryonic Stem Cell Identity

**DOI:** 10.1038/srep26899

**Published:** 2016-06-01

**Authors:** Chao-Shun Yang, Kung-Yen Chang, Jason Dang, Tariq M. Rana

## Abstract

The polycomb repressive complex 1 (PRC1) is a multi-subunit complex that plays critical roles in the epigenetic modulation of gene expression. Here, we show that the PRC1 component polycomb group ring finger 6 (Pcgf6) is required to maintain embryonic stem cell (ESC) identity. In contrast to canonical PRC1, Pcgf6 acts as a positive regulator of transcription and binds predominantly to promoters bearing active chromatin marks. *Pcgf6* is expressed at high levels in ESCs, and knockdown reduces the expression of the core ESC regulators *Oct4*, *Sox2*, and *Nanog*. Conversely, *Pcgf6* overexpression prevents downregulation of these factors and impairs differentiation. In addition, Pcgf6 enhanced reprogramming in both mouse and human somatic cells. The genomic binding profile of Pcgf6 is highly similar to that of trithorax group proteins, but not of PRC1 or PRC2 complexes, suggesting that Pcgf6 functions atypically in ESCs. Our data reveal novel roles for Pcgf6 in directly regulating *Oct4*, *Nanog*, *Sox2*, and *Lin28* expression to maintain ESC identity.

The two key characteristics of embryonic stem cells (ESCs) are self-renewal and pluripotency^1^,^2^. Several transcription factors, including Oct4, Sox2, and Nanog, are components of a complex transcriptional network of positive and negative feedback loops that maintain ESC identity while repressing the expression of genes that promote differentiation^3^,^4^. Previous studies have established the importance of epigenetic modulation of gene expression in ESCs, including the chromatin-modifying polycomb group (PcG) and trithorax group (TrxG) proteins, which predominantly mediate gene repression and activation, respectively^5^,^6^.

PcG proteins were first identified as transcriptional repressors of the Hox gene cluster that regulates body segmentation in *Drosophila melanogaster*^7^. Since then, PcG proteins have been shown to play crucial roles in many physiological processes, including stem cell maintenance, cell fate specification, and cycle control, as well as in pathological processes such as cancer development^8^,^9^,^10^. PcGs exist as two multimeric protein complexes; polycomb repressive complex 1 (PRC1) and 2 (PRC2), both of which function as gene silencers. In mammalian cells, multiple PRC1 complexes are formed through combinatorial association of 5 core proteins: Cbx (Cbx2, 4, 6, 7, and 8), Pcgf (Pcgf1, 2, 3, 4, 5, 6), Phc (Phc1, 2, and 3), Ring finger proteins (Ring1/Ring1b or Rnf1/Rnf2), and Rybp^11^. The catalytic subunits, Ring1 and Rnf2, are E3 ubiquitin ligases that conjugate a single ubiquitin molecule to lysine 119 of histone H2A (H2AK119ub1)^12^,^13^, a repressive histone mark associated to preventing RNA polymerase II transcriptional elongation^14^. The major components of mammalian PCR2 are Suz12, Ezh, Eed, Rbbp4, and Rbbp6. In PRC2 complexes, the primary catalytic subunit is the histone methylase Ezh, which di- or tri-methylates histone H3K27 to mark transcriptionally silent genes^9^,^15^,^16^. Similarly, TrxG proteins regulate numerous genes expression states through their activities in methylating/acetylating histones and remodeling chromatin^17^. In mammals, great diversity of TrxG proteins has been shown, including Mll2, Ash2l, Rbbp5, and Wdr5^17^. In contrast to PRC1/2, TrxG complexes maintain active chromatin states by acetylation of H3K27 and methylation of H3K4^17^. Therefore, PcG proteins function antagonistically to TrxG proteins to maintain homeostatic status of gene expression in various biological processes.

PRC1 and PRC2 are proposed to act sequentially to repress transcription. In this model, chromatin methylation by PRC2 serves to recruit PRC1, which in turn deposits H2AK119u1 and enhances gene repression^18^,^19^,^20^,^21^,^22^. Interestingly, recent findings suggest that PRC1-dependent recruitment of PRC2 forms a positive feedback loop establishing repressive chromatin domains^23^,^24^. Furthermore, the combinatorial complexity and composition of PRC1 suggests that these complexes may have more diverse functions than first thought; a possibility that is supported by an increasing body of evidence^25^,^26^,^27^,^28^. For example, proteomic profiling of PRC1 components has revealed the existence of at least 4 major sub-complexes defined by the 6 Pcgf proteins, each of which has unique chromatin-binding sites^26^. Furthermore, Rybp and Cbx form mutually exclusive complexes, and only Rybp-PRC1 complexes show prominent ubiquitin ligase activity^26^. Interestingly, recruitment of Rybp-PRC1 complexes to chromatin is independent of PRC2 and H3K27me3^29^, strengthening the probability that PRC1 complexes and/or components may have functions beyond gene repression. A number of studies have shown that PRC1 complexes play important roles in ESCs. PRC1 complexes are required to maintain ESC status by inhibiting several differentiation genes, including the Hox gene family^30^. The 5 Cbx homolog proteins have been shown to confer nonoverlapping target specificity on PRC1 complexes^27^, resulting in repression of unique gene sets during ESC self-renewal and differentiation^25^. Recently, a noncanonical L3mbtl2-containing PRC1 complex was shown to display atypical binding activity that correlates with ESC proliferation and early differentiation^31^. Notably, Pcgf6, Wdr5, and L3mbtl2 reside in the same atypical PRC1 complex^26^. Wdr5 is also one of the main components in TrxG complexes and has been reported to play important roles in ESC gene expression^32^. Pcgf6 has been shown to be required to maintain ESC self-renewal by an RNAi screen^33^ and to be the major Posterior sex combs (Psc) component in Cbx7-bound PRC1 complexes in ESCs^34^. In a recent study, Pcgf6 was identified as a key regulator of mouse ESC pluripotency and self renewal, iPS reprogramming and mesodermal differentiation^35^. Knockdown of Pcgf6 was shown to decrease expression of core ESC transcription factors Oct4, Sox2 and Nanog, reduce cellular reprogramming and increase mesodermal and testes-specific gene expression^35^. Pcgf6 can replace Sox2 in the mouse somatic reprogramming process to generate germline-competent iPS cells^35^. In all, Pcgf6 has been shown to play a repressive role in modulating mesodermal-specific lineage genes, maintaining embryonic stem cell pluripotency and facilitating iPSC reprogramming.

In our recent work, we utilized an unbiased genome-wide RNAi screen and integrative transcriptome analysis to dissect the determinants required for the induced reprogramming process^36^. Consistent with previous works, we found that Pcgf6 is a positive regulator of ESC self-renewal. However, it remains unclear how Pcgf6 modulates the mRNA expression level of core ESC transcriptional regulators (e.g. Oct4, Sox2, Nanog). Therefore, this prompted us to further investigate the functions of Pcgf6 in ESC self-renewal and differentiation.

Here, we show that Pcgf6 is essential for sustaining the expression of ESC-specific genes, including *Oct4, Sox2, Klf4, Nanog*, and *Lin28*, and is required to maintain ESC identity and to support efficient induced reprogramming of both mouse and human somatic cells. Moreover, overexpression of Pcgf6 suppresses differentiation of ESCs, consistent with its ability to maintain high levels of *Oct4, Sox2*, and *Nanog* expression. Surprisingly, and in contrast to the canonical action of PRC1 complexes, Pcgf6 is bound to chromatin predominantly at active genes and shows a binding specificity more similar to that of TrxG than either PRC1 or PRC2. Finally, our data show that Pcgf6 directly modulates the expression of *Oct4, Sox2, Nanog*, and *Lin28* to promote the maintenance of ESC identity.

## Results

### Pcgf6 is Required to Maintain ESC Identity

To determine whether Pcgf6 plays a role in modulating ESC identity, we examined the effects of *Pcgf6* knockdown (KD) in Oct4-EGFP mouse ESCs. Oct4-EGFP ESCs were transfected with non-targeting control (NTC) or *Pcgf6*-specific siRNA for 3–5 h, and EGFP signal was detected four days later by flow cytometry. Four independent experiments (test #1~4) were conducted and the percentage of EGFP signal in each siRNA-treated sample was measured (Fig. 1A). Change of Oct4-EGFP signal was converted into Z score by normalizing to NTC treated samples (Fig. 1A). We consistently observed that *Pcgf6* depletion in ESCs caused Oct4-EGFP decrease. In addition to Oct4-EGPF ESCs, CCE ESCs were also employed and treated with specific siRNAs targeting *Pcgf6*, *Oct4*, or non-targeting control (Control). Cell morphology and Oct4-EGFP expression was examined 4 days later. Whereas Oct4-EGFP ESCs treated with control siRNA retained the typical colony morphology of ESCs and expressed high levels of Oct4 (EGFP signal), we observed that *Pcgf6* KD induced differentiation, as indicated by the flat cell morphology and concomitant loss of Oct4-EGFP expression (Figure S1A). mRNA knockdown efficiency was examined by RT-qPCR at day 4 post siRNA transfection (Figure S1B). We further examined *Oct4* expression by using four shRNA constructs and four siRNAs (Figure S1C,D), showing specificity of *Pcgf6* depletion in our assays.

Because other PRC1 components (e.g., Ring1b and Cbx7 25,30) have been shown to maintain ESC self-renewal by repressing differentiation genes, we next performed transcriptome analysis of CCE ESCs following *Pcgf6* KD. To minimize indirect or confounding effects caused by the loss of *Oct4* expression in *Pcgf6* KD cells (Figs 1A, S1C, S1D), we performed mRNA expression profiling one day (Fig. 1B,D) and two day (Fig. 1C,E, Table S1) after treatment with non-targeting control, *Oct4*, or *Pcgf6* siRNA. We found that *Pcgf6* KD had a marked effect on gene expression in these cells, but interestingly, the majority of differentially expressed genes were downregulated (Fig. 1B,C), in contrast to the de-repression observed in cells depleted of other PRC1 components^30^. With *Pcgf6* depletion with siRNA in ESCs, gene ontology analysis shows the top 10 over-representative cellular regulations involved in different functions, indicating functional diversity of Pcgf6 (Fig. 1F). Notably, the downregulated genes included key factors of the ESC core circuitry, *Oct4*, *Sox2*, *Klf4,* and *Nanog*, which were reduced 50–70% by *Pcgf6* KD (Figure S1D). These data demonstrate that Pcgf6 is required to maintain an ESC-specific transcriptome, and further suggest that Pcgf6 might act through a mechanism additional to the canonical PRC1 pathway in ESCs.

We next investigated whether Pcgf6 and Oct4 regulate the similar population of genes in ESCs by examining the transcriptome of CCE ESCs treated with control, *Oct4*, or *Pcgf6* siRNA in Fig. 1B,D. Many genes were similarly downregulated in both *Pcgf6* and *Oct4* KD ESCs (Fig. 1G, orange rectangle); however, we also detected a small subset of genes that were specifically increased only in *Oct4*-depleted ESCs (red arrow in Fig. 1G), suggesting that Pcgf6 and Oct4 have largely overlapping but not identical target genes. Consistent with this, decreased genes at day 2 have strikingly high overlapping ratio (~97.3%) in both *Oct4* KD and *Pcgf6* KD cells (Fig. 1H). We confirmed that these effects were not limited to a single siRNA by examining the expression of a subset of genes in CCE ESCs treated with 4 different *Pcgf6*-specific siRNAs (Figure S1D). All 4 siRNAs reduced the expression of a panel of target genes, albeit to slightly varying degrees (Figure S1D). Many differentially expressed genes (400 out of 892) and cellular functions with *Oct4* knockdown in previous report^32^ are consistently identified in *Oct4*-depleted ESCs in this study (Figure S1E,F). Collectively, our data demonstrate that Pcgf6 plays an essential role in maintaining the expression level of a large number of genes in ESCs, including the core regulators (*Oct4, Sox2, Nanog, Klf4*) that preserve ESC identity.

### Pcgf6 Promotes the Expression of *Oct4*, *Sox2*, and *Nanog* and Suppresses Differentiation

Having shown that Pcgf6 is critical for maintaining ESC identity, we next asked whether overexpression of Pcgf6 affects ESC differentiation. For this, we derived several CCE ESC clones stably overexpressing Pcgf6 (termed Pcgf6-mESCs). The clones were confirmed to express high levels of Pcgf6 protein (Figure S1G) and to exhibit normal ESC morphology with dome-shaped colonies (Figure S1H). Four clones (#1, 4, 6, 7) were selected for further analysis, and CCE ESCs transfected with EGFP were used as controls (Figure S1H).

To determine how Pcgf6 overexpression affects ESC pluripotency, we examined the expression of differentiation markers during embryoid body (EB) formation *in vitro*. As expected, control EGFP-mESCs showed robust differentiation and had migrated extensively by 12 days of culture (Fig. 2A). In sharp contrast, all 4 Pcgf6-mESC clones remained in relatively compact colonies with only limited extension (Fig. 2A), suggesting that Pcgf6 overexpression perturbs *in vitro* spontaneous differentiation. To confirm this, we measured mRNA levels of ESC-specific genes and a panel of 14 genes specifically expressed in different tissue types. Consistent with their aberrant EB formation, the Pcgf6-mESCs clones maintained high levels of *Oct4, Sox2,* and *Nanog* mRNA over the 15 days of culture (Fig. 2B), demonstrated severe misregulation of the differentiation marker genes in comparison to the control cells (Fig. 2C). These data show that Pcgf6 overexpression impairs spontaneous ESC differentiation *in vitro*, likely by preserving expression of high levels of *Oct4, Sox2*, and *Nanog*, which in turn disturb the differentiation process.

### Pcgf6 is Required for Efficient Reprogramming of Somatic Cells

The finding that Pcgf6 regulates the expression of *Oct4, Sox2*, and *Nanog* in ESCs suggests that it may also influence induced reprogramming of human and mouse somatic cells. To test this, we simultaneously transduced the human fibroblast cell line BJ or Oct4-EGFP MEFs with OSKM and either Pcgf6 or the red fluorescent protein DsRed (control). Pcgf6 was confirmed to localize to the nucleus in these cells (Figure S1I), indicating proper biological function of Pcgf6 proteins. Two weeks after induction, the reprogrammed cells (termed Pcgf6-miPSCs and Pcgf6-hiPSCs) were detected as EGFP+ (miPSCs) or AP+ (hiPSCs) colonies. Overexpression of Pcgf6 had a dramatic effect on MEF reprogramming, increasing the number of colonies by ~15-fold compared with colonies derived from control MEFs (Fig. 3A). The other beneficial effect of Pcgf6 has been also shown to replace Sox2 in reprogramming process in a recent report^35^. Similarly, overexpression of Pcgf6 improved the reprogramming efficiency of human BJ fibroblasts by ~2.5-fold (Fig. 3B). Conversely, depletion of Pcgf6 with siRNAs greatly compromised the induced reprogramming of Oct4-EGFP MEFs (Fig. 3C), confirming that Pcgf6 is required for efficient somatic cell reprogramming.

To determine whether the Pcgf6-iPSCs retain the biological properties of authentic ESCs, we picked Pcgf6-iPSCs and examined the ESC-specific gene expression, *in vivo* pluripotency, and karyotypes of the reprogrammed cells. Endogenous Oct4 expression was clearly reactivated in Pcgf6-miPSCs (Figure S1J) and teratomas formed 3 weeks after injection of Pcgf6-miPSCs into nude mice contained diverse tissue types, including epidermal cells, epithelial cells, muscle cells, and neural rosettes (Figure S1K). Similarly, Pcgf6-hiPSCs had acquired functional ESC identity, as evidenced by the characteristic flat colonies, strong AP staining, and positive immunostaining of the pluripotency markers Tra-1-81, SSEA4, Tra-1-60, and Nanog (Fig. 3D–F). Moreover, Pcgf6-hiPSCs also acquired pluripotency, as demonstrated by the formation of teratomas containing tissues from all three germ layers at 10 weeks after injection into SCID mice (Fig. 3G). Importantly, we found no evidence of aberrant karyotypes in Pcgf6-hiPSC clones (Fig. 3H). Collectively, these results demonstrate that Pcgf6 is required for efficient reprogramming and that Pcgf6-derived iPSCs acquired fully pluripotent state.

### ChIP-Seq Analysis Reveals the Genomic Binding Profile of Pcgf6

To investigate the mechanisms by which Pcgf6 regulates gene expression in ESCs, we performed chromatin immunoprecipitation with massively parallel DNA sequencing analysis (ChIP-seq) on CCE ESCs using two independent Pcgf6-specific antibodies. 

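In ChIP-seq, DNA bound to a protein is pulled down from cross-linked chromatin with an antibody and sequenced, and the same chromatin sequenced without pull-down (input DNA) gives the background. CCE is an established line of mouse ESCs. The 5 libraries were 2 replicates with the Santa Cruz antibody, 2 replicates with the Abcam antibody, and 1 input library. The authors deposited the coverage signal of each library on mm9 (NCBIM37), which is the whole-number depth at each position of reads that they had extended to 300 bp. This depth was neither scaled to library size nor divided by the input, and the aligner and the read filters are not named in the paper's text. The position of every fragment was recovered from the steps in the depth. The input held 22801077 fragments. The Santa Cruz replicates held 2289605 and 2299487 fragments, and the Abcam replicates held 2761103 and 2849850. In simulated coverage, 99.8% of fragment starts were recovered exactly at the depth of the ChIP libraries and 97.6% at the depth of the input.

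The replicates of each antibody held largely the same fragments, with 88.05% of replicate 1 found in replicate 2 for Santa Cruz and 88.28% for Abcam. Over 10 kb windows, the chi-square per degree of freedom between replicates was 0.12 for Santa Cruz and 0.132 for Abcam, against 1.01 between replicate 1 of the 2 antibodies. The replicates of each antibody differed by less than the sampling noise and were counted as 1 sample, so there are no independent replicates and no standard deviation is given. Their fragments were pooled, with each shared fragment counted once and 1 fragment kept per position, which gave 2567657 fragments for Santa Cruz, 3166184 for Abcam and 22284183 for the input.

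Promoters were taken as ±2 kb around the main TSS of 22359 protein-coding genes (GENCODE annotation of NCBIM37). The ChIP/input ratio of each promoter was scaled by the library totals and given with its exact (Clopper-Pearson) 95% interval, which covers counting error only. A one-sided exact binomial test with Benjamini-Hochberg adjustment compared the fragments of each antibody with those of the input. It compares these libraries and not conditions. A promoter held a median of 7 fragments with Santa Cruz, 9 with Abcam and 69 in the input. At these depths, 3.5% (Santa Cruz) and 9.5% (Abcam) of 200 simulated promoters with a 2-fold enrichment passed an adjusted p of 0.05, and 51% and 58% of those with a 3-fold enrichment. The counting of shared fragments, the size of the window and the scaling are the choices that could change the numbers.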

The specificity of antibodies was confirmed by western blot assay (Figure S2A). 

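Fragments of the pooled libraries were counted in 100-bp bins within 2 kb of the TSSs of all 22359 protein-coding genes. The density in the central ±500 bp divided by the density at 1.5 to 2 kb from the TSS was 1.71 in the input, 1.62 with the Santa Cruz antibody and 1.78 with the Abcam antibody. Relative to the input, the profile was 0.949 (95% interval from counting error, 0.935 to 0.963) for Santa Cruz and 1.04 (1.03 to 1.05) for Abcam. Over all promoters, the Santa Cruz library was thus slightly less concentrated at the TSS than the input, and the Abcam library slightly more. With a central region of ±1 kb, the Santa Cruz value was 0.975. At the 107 promoters that were past the threshold with both antibodies, which were chosen by these same fragments, the first 100 bp downstream of the TSS held 11.9 fragments per kb per 1000000 fragments with Santa Cruz, 11.6 with Abcam and 2.11 in the input. Of these promoters, 13 lie in satellite-like repeats. At the other 94, the values were 7.91 with Santa Cruz, 8.97 with Abcam and 1.71 in the input.

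**Figure D1:**
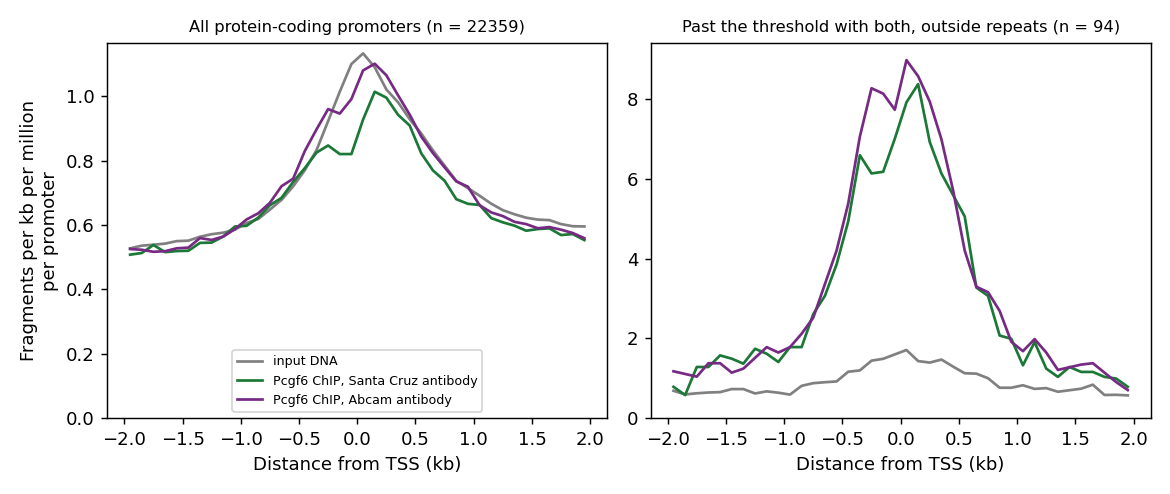
Fragments per kb per 1000000 fragments per promoter (vertical axis) against the distance from the TSS in kb (horizontal axis), in 100-bp bins, for the input (grey), the Santa Cruz antibody (green) and the Abcam antibody (purple). Over all 22359 promoters (left) the 3 libraries lie close together, whereas at the 94 promoters past the threshold with both antibodies outside satellite-like repeats (right, on another scale) both ChIP libraries lie above the input within 1 kb of the TSS.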

The ChIP-seq data were processed and visualized as heat maps after normalization against input DNA. We compared the Pcgf6 data (Table S2) with published ChIP-seq datasets for H3K4me3 and H3K27me3^37^,^38^ to determine whether Pcgf6 bound preferentially at sites of actively transcribed (H3K4me3), repressed (H3K27me3), or poised/repressed (H3K4me3 and H3K27me3) genes. 

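Table S2 lists target genes in a column for each antibody (Ab#1 and Ab#2) and in a combined column. The first 1998 of its 2006 rows were read, in which both antibody columns end, and the combined column was not used. The Ab#1 column holds 1069 gene symbols, of which 82.6% were matched to 881 promoters, and the Ab#2 column holds 1318, of which 85.7% were matched to 1127 promoters. Enrichment was taken as log2 of ChIP over scaled input fragments within ±2 kb of the TSS, with a pseudocount of 1 fragment, and compared with 10000 random gene lists of the same size matched on input fragments. The median enrichment of the Ab#1 genes was 0.34 with the Santa Cruz antibody (random lists, −0.16) and 0.21 with the Abcam antibody (random lists, −0.09). For the Ab#2 genes, it was 0.18 with Santa Cruz (random lists, −0.17) and 0.52 with Abcam (random lists, −0.10). The 318 genes in both columns had medians of 0.88 and 0.98. Each of these medians lay above all 10000 random lists. The authors chose the genes from this experiment, so the lists are not independent of the libraries. A window of ±10 kb lowered the medians, to 0.38 (Santa Cruz) and 0.45 (Abcam) for the genes in both columns and to 0.23 for the Ab#2 genes with Abcam. The paper's text does not name which column belongs to which antibody.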

In parallel, we compared ChIP-seq data^32^,^38^ for the PRC1 component Rnf2, the PRC2 components Ezh2 and Suz12, and two TrxG proteins, Rbbp5 and Wdr5 (Fig. 4A). As expected, the PRC1 and PRC2 components Rnf2, Ezh2, and Suz12 bound pervasively to promoters with repressive H3K27me3 or bivalent marks, whereas the TrxG proteins bound predominantly to sites bearing the active H3K4me3 mark (Fig. 4A). Notably, the majority of Pcgf6-binding sites colocalized with active H3K4me3-marked promoters (Fig. 4A), which is consistent with the widespread reduction in gene expression in *Pcgf6*-depleted mESCs (Fig. 1B,C). Indeed, of the Pcgf6-bound sites colocalizing with chromatin marks, ~75% were marked by H3K4me3 alone, 23% by both H3K4me3 and H3K27me3, and only 2% by H3K27me3 alone (Figs 4A and S2B,S2C). These findings strongly suggest that Pcgf6-containing complexes are directly involved in gene activation, which stands in stark contrast to the canonical role of PRC1 complexes in gene repression. To probe this further, we examined the degree of overlap in Pcgf6-bound and Rnf2-bound target sites and found that less than 14% of Pcgf6-bound targets were also bound by Rnf2 (Figure S2D). In addition, only ~3% of Pcgf6 were marked with H2AK119u1 (Figure S2D). These data suggest that the majority of Pcgf6-bound sites in ESCs are not associated with Rnf2- and/or Rybp-containing PRC1 complexes. To test this, we separated CCE ESC macromolecular complexes by fast protein liquid chromatography (FPLC) and examined the Pcgf6 and Rnf2 content of the resulting fractions by western blotting. We found that the peaks of Pcgf6-containing complexes are different from those of PRC1 (Rnf2) (Figure S2E), showing that Pcgf6 resides in different complexes from canonical PRC1. Collectively, these findings demonstrate that Pcgf6 binds predominantly at active promoters that are not ubiquitinated or bound by Rnf2, suggesting that Pcgf6 may have atypical functions in ESCs.

### Pcgf6 Acts as a Master Regulator to Modulate Oct4, Sox2, and Nanog Expression

Because the large-scale ChIP-seq analyses indicated that the majority of loci bound by Pcgf6 in ESCs were not bound by PRC2 or canonical PRC1 complexes, we next examined the promoters of a number of genes important for ESCs more closely. Components of both PRC1 and PRC2 complexes (Suz12, Ezh2, and Rnf2) were detected at the promoter region of the Hox gene cluster, which was expected given their role in repression of these genes (Figure S3A). Pcgf6 also bound to the Hox promoters, as did Oct4 and the TrxG proteins Rbbp5, Wdr5, Wdr5-FL (Figure S3A), showing that differentiation genes are marked as bivalent regions by both PRC1/2 and TrxG complexes. 

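The promoters of 7 Hox genes named in the paper or listed in Table S2 were examined. Together they gave 95 fragments with the Santa Cruz antibody and 121 with the Abcam antibody against 781 in the input, a summed ChIP/input ratio of 1.06 (95% interval, 0.844 to 1.31) and 1.09 (0.893 to 1.32). The ratio of single promoters ran from 0.729 to 2.13 with Santa Cruz and from 0.715 to 1.66 with Abcam, and it was over 1 at 2 and at 4 of the 7 promoters. The highest ratio with both antibodies was at Hoxa4 (chromosome 6 of NCBIM37, TSS at 52141752), where 27 fragments with Santa Cruz gave a ratio of 2.13 (1.34 to 3.27). Its p-value of 0.000769 was 0.0238 adjusted over the list alone and 0.101 over all promoters (one-sided exact binomial test with Benjamini-Hochberg adjustment). With Abcam, 26 fragments at Hoxa4 gave 1.66 (1.04 to 2.57), and the p of 0.0168 did not pass the adjustment over the list alone (0.26, same exact test). The Santa Cruz call at Hoxa4 was lost with windows of ±1, ±3 and ±10 kb, with ratios of 1.97, 1.60 and 1.19, and without replicate 2 (1.95). At Hoxa3, Hoxa6, Hoxa7, Hoxa9, Hoxa11 and Hoxd1, an enrichment over the input was not detectable at this depth.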

We also examined the binding profiles of Pcgf6-bound target genes. 

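Of the 22359 promoters, 144 were past the threshold with the Santa Cruz antibody and 246 with the Abcam antibody (one-sided exact binomial test, Benjamini-Hochberg adjusted p under 0.05). With both antibodies 107 passed, and 78 passed in each of the 4 libraries analysed one by one. None of 20 libraries of the same size drawn from the input had a promoter past the threshold. Counting every deposited fragment, so that fragments shared by the replicates enter more than once, gave the largest change, to 383 and 621 promoters. The median ratio over all promoters was 0.898 with Santa Cruz and 0.938 with Abcam.

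Among the promoters past the threshold in all 4 libraries, the largest enrichment was at Ddx4 (ENSMUSG00000021758.7), on the minus strand of chromosome 13 of NCBIM37 from 113388541 to 113442518. Its TSS at 113442518 had 35 fragments with Santa Cruz and 47 with Abcam against 32 in the input, ratios of 9.49 and 10.3 (adjusted p = 2.13e-14 and 7.8e-20, same exact test). The next 4 were Gm10800 and Gm10801 on chromosome 2 and Gm10718 and Gm10106 on chromosome 9, with ratios over both antibodies of 8.52, 7.70, 7.75 and 7.33. These 4 genes lie in satellite-like repeats. Their ratios were lower with either replicate left out, so they depended on the pooling. At Gm10801 they were 6.82 and 6.75 with Santa Cruz (8.44 pooled) and 5.98 and 5.70 with Abcam (7.11 pooled). Ddx4 changed less, to 9.42 and 9.46 with Santa Cruz and to 9.56 and 9.87 with Abcam. At the 13 repeat promoters past the threshold, 44.8% of Santa Cruz fragments fell on a position also taken in the input, 7.75 times the share expected from density. With all fragments as deposited, the summed ratio over these 13 promoters ran from 5.06 to 7.07 in the 4 libraries.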

For examples, we selected hes family bHLH transcription factor 1 (Hes1), methionine adenosyltransferase II alpha (Mat2a), and karyopherin alpha 2 (Kpna2), because they are bound strongly by Pcgf6 and show expression changes with Pcgf6 depletion in ESCs. 

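At the promoter of Hes1 (ENSMUSG00000022528.7, chromosome 16 of NCBIM37, TSS at 30065426), 5 fragments with the Santa Cruz antibody against 119 in the input gave a ratio of 0.365 (95% interval, 0.116 to 0.875), and 24 fragments with the Abcam antibody gave 1.42 (0.875 to 2.22, one-sided exact binomial p = 0.0781). The difference between the antibodies at Hes1 had an unadjusted p of 0.00359 and an adjusted p of 1 over all promoters (two-sided exact binomial test, chosen after the data were examined). Mat2a (ENSMUSG00000053907.8, chromosome 6, TSS at 72389550) had 27 and 26 fragments against 120 in the input. Its ratio was 1.95 (1.24 to 2.98) with Santa Cruz, with an adjusted p of 0.0352 over the list alone and 0.217 over all promoters. With Abcam it was 1.53 (0.958 to 2.35), with an unadjusted p of 0.0377 that was 0.317 adjusted over the list alone (same exact test). The Santa Cruz call at Mat2a was lost with windows of ±1 and ±3 kb, where the ratio was 1.74 and 1.69, and without replicate 1 (1.86) or replicate 2 (2.03). A Santa Cruz peak lay 1100 bp upstream of the Mat2a TSS, from 72390251 to 72390950, with 11 fragments where the input predicted 1.95 (exact Poisson p = 6.57e-06). Kpna2 (ENSMUSG00000018362.7, chromosome 11, TSS at 106860855) had 8 and 12 fragments against 73 in the input, ratios of 0.951 (0.396 to 1.98) and 1.16 (0.572 to 2.15). At Hes1 and Kpna2 no peak was called within 30 kb of the TSS with either antibody. Summed over the 3 promoters, the ratio was 1.11 (95% interval, 0.780 to 1.55) with Santa Cruz and 1.40 (1.05 to 1.84) with Abcam. This sum was chosen after the data were examined.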

The promoter regions of Hes1, Mat2a, and Kpna2 were occupied by Pcgf6, Oct4, and TrxG components, but not by PRC1 or PRC2 complexes (Figure S3B) confirming that Pcgf6 target binding in ESCs occurs independently of PRC2 and other PRC1 complexes. Significantly, Pcgf6 was also found to be enriched at the promoters of the key transcriptional regulators in ESCs; Sox2, Oct4, Nanog, Lin28a, Lin28b, and Myc (Fig. 4B). This finding is consistent with the results of our transcriptome analysis of *Pcgf6* KD and expression patterns in Pcgf6-overexpressing ESCs (Figs 1B,C and 2B), demonstrating that Pcgf6 directly regulates the expression of these key factors. 

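The promoters of Pou5f1 (Oct4), Sox2, Nanog, Lin28a, Lin28b and Myc were compared with the input in the same way. With the Santa Cruz antibody, the ratio was 0.609 at Pou5f1 (chromosome 17 of NCBIM37, TSS at 35642982), 0.814 at Sox2 (chromosome 3, 34548927), 0.903 at Nanog (chromosome 6, 122657507), 0.590 at Lin28a (chromosome 4, 133574756), 0.668 at Lin28b (chromosome 10, 45190007) and 0.609 at Myc (chromosome 15, 61816946). With the Abcam antibody, the ratios in the same order were 0.679, 1.03, 1.07, 0.957, 1.99 and 0.617. These rest on 3 to 13 fragments per promoter with Santa Cruz and 10 to 19 with Abcam, against 39 to 125 in the input. None of the 6 promoters was past the threshold with either antibody, over the list alone or over all promoters, and the smallest unadjusted p was 0.0408 at Lin28b with Abcam (one-sided exact binomial test, 0.317 adjusted over the list alone). Summed over the 6 promoters, a sum chosen after the data were examined, the ratio was 0.705 (95% interval, 0.514 to 0.947) with Santa Cruz and 0.941 (0.734 to 1.19) with Abcam. An enrichment at the main TSS of these genes was thus not detectable at this depth. A window of ±10 kb brought Lin28b past the threshold over the list alone with Abcam (ratio 1.87, adjusted p = 0.0206, same exact test).

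**Figure D2:**
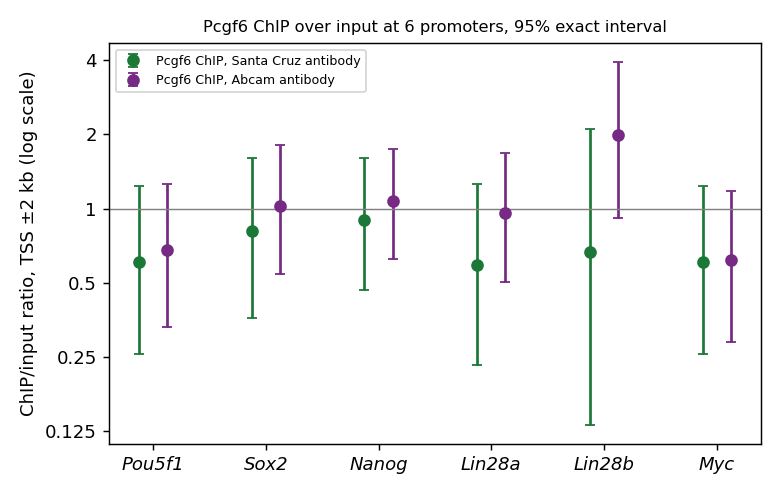
ChIP/input ratio within ±2 kb of the main TSS (vertical axis, log scale) for 6 genes, with points for the Santa Cruz (green) and Abcam (purple) antibodies and bars for the exact 95% interval. The line marks a ratio of 1, which every interval includes.

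Lin28b has further annotated starts upstream of the main one. At the start at 45205583, which is 15576 bp upstream and was examined after the data were seen, 19 fragments with Santa Cruz and 17 with Abcam against 45 in the input gave ratios of 3.66 (2.02 to 6.39) and 2.66 (1.43 to 4.74), with unadjusted p of 1.6e-05 and 0.00117 (same exact test). Peaks of both antibodies overlapped there, from 45205001 to 45206150 with Santa Cruz and from 45205401 to 45206000 with Abcam. At the other 5 genes, no peak was called within 30 kb of the main TSS. From the binding profiles at these promoters in Fig. 4B, together with the transcriptome after Pcgf6 knockdown (Fig. 1B,C) and gene expression in ESCs that overexpress Pcgf6 (Fig. 2B), the paper concludes that Pcgf6 directly regulates the expression of these factors. The paper also reports Pcgf6 ChIP-qPCR at the Oct4 and Nanog promoters, where the signal fell after Pcgf6 depletion with shRNA (Figure S5A,B). These ChIP-qPCR data were not analysed here.

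**Figure D3:**
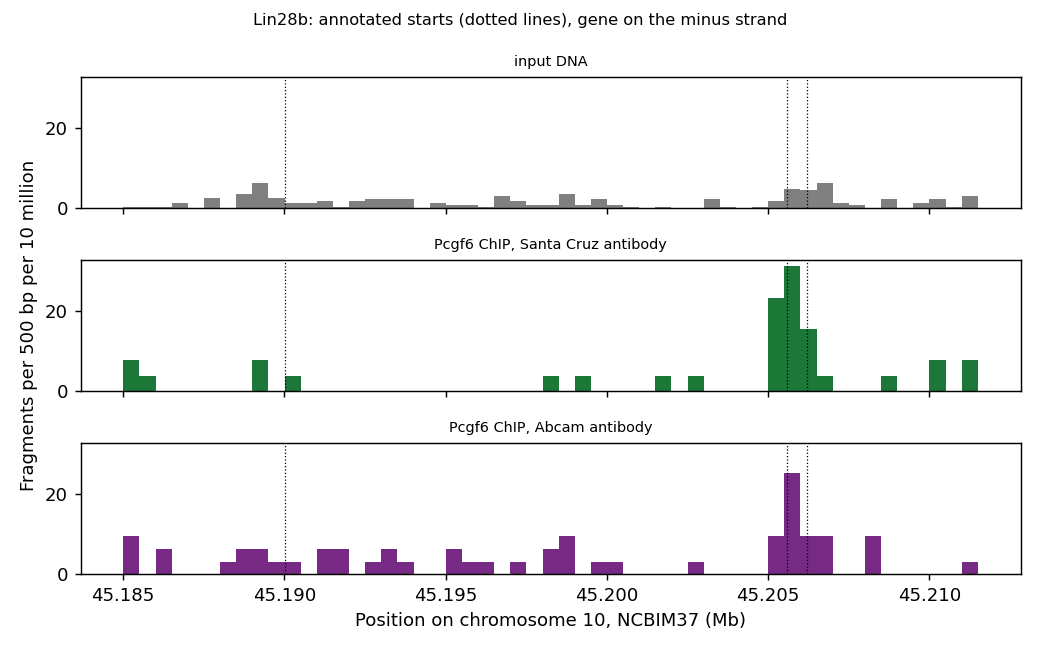
Fragments per 500 bp per 10000000 fragments (vertical axis) along chromosome 10 of NCBIM37 in Mb (horizontal axis) for the input, the Santa Cruz antibody and the Abcam antibody. Dotted lines mark the annotated starts of Lin28b. Both ChIP libraries are highest beside the upstream starts, with 31.2 (Santa Cruz) and 25.3 (Abcam) from 45205507 to 45206006, where the input has 4.94.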

As was observed for Hes1, Mat2a, and Kpna2, the Pcgf6-bound promoter regions of the core ESC factors were also bound by Oct4 and TrxG components (Fig. 4B). Moreover, >50% of Pcgf6-bound targets were also bound by RNA polymerase II (Figure S3C), confirming the predominant association of Pcgf6 with actively transcribed genes. To further correlate the differentially expressed genes and Pcgf6-bound target genes, we compared the lists of genes from decreased genes (log_2_ < −1 at day 2 post *Pcgf6* knockdown; Table S1) and from Pcgf6-bound targets (Table S2). 368 genes are both downregulated by shRNA mediated *Pcgf6* knockdown (Fig. 1G) and bound by Pcgf6 identified by ChIP-seq (Fig. 4A). These findings reaffirm the hypothesis that Pcgf6 can serve as both a repressor and activator of bound genes. Gene ontology analysis and protein classification of these genes suggest that Pcgf6 may regulate metabolic pathways involved in stem cell pluripotency and cell reprogramming (Figure S3E,F). This is consistent with previous reports showing that genes associated with metabolic process are enriched in PRC-bound actively expressed targets^39^.

By using mass spectrometry analysis, we detected Mll1, Rbbp5 (key components of TrxG), and Zfp219 (Oct4-interacting protein^40^) co-immunoprecipitated with HA-Pcgf6 in ESCs (Table S3). Sequence analysis revealed a consensus binding sequence for Pcgf6 in ESCs (Figure S3D). 

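The sequence CGNGGGCG, read from the consensus in Figure S3D and searched on both strands, was counted in the central 200 bp of each peak and in 200 bp of sequence 5 kb away. It was found in 40 of the 627 Santa Cruz peaks (6.38%, exact 95% interval 4.60 to 8.59%) and at 2 of the control sites (exact McNemar test, p = 4.11e-10). Of the 936 Abcam peaks, 82 held it (8.76%, 7.03 to 10.8%) against 3 control sites (p = 5.3e-21, same exact test). The 373 shared peaks held it in 8.58% (5.94 to 11.9%), and windows elsewhere in the genome matched to them on GC content in 8.23% (mean of 20 draws). The same matching gave a mean of 6.09% and a largest draw of 7.18% for Santa Cruz, and a mean of 7.02% and a largest draw of 8.33% for Abcam. In the central 400 bp, with windows matched over the same 400 bp in a test added after the data were examined, the share was 12.6% (10.1 to 15.4%) for Santa Cruz against a largest draw of 12.6%, 17.5% (15.1 to 20.1%) for Abcam against 15.2%, and 16.1% (12.5 to 20.2%) for the shared peaks against 17.2%. The share of peaks with the sequence was therefore larger than 5 kb away. Against windows of the same GC content, the Abcam share lay above all 20 draws, while its interval reached the largest of them. The GC content of the shared peaks was 56.7%, against 42.6% at the control sites.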

PRC1 components, Rnf2 and L3mbtl2, were also co-immunoprecipitated with Pcgf6 (Figure S4A,B). Targets identified by mass spectrometry were used to generate functional protein interacting networks of Pcgf6-associated proteins using STRING (http://string-db.org). Pcgf6-associated networks show that Pcgf6 interacts with both positive (Zfp219, Mll1, Rbbp5) and repressive (Ezh1, Ezh2, Setdb1, Phc2) gene-expression regulators (Figure S4C). Among these interacting proteins, Zfp219 was reported to associate with Oct4 and was also identified in this study. To test whether Pcgf6 regulates Oct4 activity through Zfp219, we depleted *Zfp219* in ESCs and assessed the expression changes of *Oct4* mRNA. However, depletion of *Zfp219* did not affect *Oct4* or *Pcgf6* mRNA level (Figure S4D). In summary, our data provide strong evidence that Pcgf6 may function in a similar manner to TrxG, rather than PRC1, to exert its influence in maintaining ESC identities.

Finally, we asked whether the transcriptome changes observed in *Pcgf6* KD cells could be recapitulated by KD of Pcgf6-bound target genes. 

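The 17 genes chosen for siRNA knockdown were Pou5f1 (Oct4), Hes1, Mat2a, Kpna2, Dnajc8, Csda, Ctps, Elac2, Ivns1abp, Cdk2, Snurf, Nudc, Nup88, Rfwd3, Rpa2, Tmpo and Smu1. All but Pou5f1 are listed in at least 1 antibody column of Table S2. Promoters were examined for 16 of them, since Snurf was not analysed here. The ChIP/input ratio was over 1 at 8 promoters with the Santa Cruz antibody (range 0.365 to 1.95, median 0.98) and at 10 with the Abcam antibody (range 0.679 to 3.20, median 1.23). Ivns1abp (ENSMUSG00000023150.8, chromosome 1 of NCBIM37, TSS at 153191628) had the highest ratio with Abcam, from 35 fragments against 77 in the input (95% interval, 2.08 to 4.83). Its adjusted p was 4.38e-06 over the list alone and 3.55e-05 over all promoters (one-sided exact binomial test with Benjamini-Hochberg adjustment). With Santa Cruz, Ivns1abp had 14 fragments and a ratio of 1.58 (0.824 to 2.81). Peaks of both antibodies lay over its TSS, with exact Poisson p of 3.75e-06 for Santa Cruz and 2.4e-15 for Abcam. An Abcam peak was also called at the TSS of Ctps on chromosome 4 (from 120242251 to 120242900, exact Poisson p = 9.4e-07), whose promoter ratio of 1.51 (0.853 to 2.53) was not past the threshold. Another Abcam peak, from 128133301 to 128134250 on chromosome 10, lay 8457 bp from the TSS of Cdk2 and nearest to that of Rab5b (15 fragments where the input predicted 1.86, exact Poisson p = 1.47e-09). Over the list alone, 1 promoter of the 16 passed with Santa Cruz (Mat2a, which did not pass without replicate 1 or without replicate 2, at ratios of 1.86 and 2.03) and 1 with Abcam (Ivns1abp). A sum chosen after the data were examined took the 12 promoters other than those of Pou5f1, Hes1, Mat2a and Kpna2. Its ratio was 1.03 (95% interval, 0.840 to 1.25) with Santa Cruz and 1.27 (1.075 to 1.50) with Abcam. Of its 172 Abcam fragments, 35 lay at Ivns1abp.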

For this, we selected 17 Pcgf6-bound genes (top, Fig. 4C), performed specific siRNA-mediated KD in CCE ESCs, and examined changes in the expression of a panel of Pcgf6-regulated genes by RT-qPCR. Of the 17 genes examined (including *Oct4*), we found that knockdown of 14 genes faithfully reproduced the pattern of gene expression observed in Pcgf6 KD cells (yellow rectangle in Fig. 4C). In addition, knockdown of 16 of the 17 Pcgf6-bound genes caused varying degrees of reduction on *Oct4, Sox2, Klf4*, and *Nanog* expression. To further confirm Pcgf6-direct regulation of ESC key regulators, we employed two shRNAs targeting *Pcgf6* in CCE ESCs and performed ChIP-qPCR analysis on the promoter regions of Oct4 and Nanog (Figure S5A~D). With *Pcgf6* depletion by two specific shRNAs (Figure S5E), Pcgf6 ChIP-qPCR signal greatly decreased at *Oct4* promoter region by 40~50% (Figure S5A) and at *Nanog* promoter region by 50~70% (Figure S5B), compared with non-targeting shRNA-treated sample (NTC). Although the transcriptome changes dramatically with *Pcgf6* depletion in ESCs (Fig. 1), we did not detect a loss of RNA polymerase II (Pol II) binding activity at *Oct4* or *Nanog* promoter regions (Figure S5C,D), indicating that more complex modulation at transcriptional level is involved. We also examined increased expression of a few differentiation genes (*Tex11*, *Tex13*, *Mlf1*, *T*) identified by Muller and colleagues^35^. Day one post *Pcgf6* depletion in ESCs (Figure S5E), *Tex11*, *Tex13*, and *Mlf1* show minimal changes (Figure S5F, G, H) while T shows 2.5~4.5 fold increase (Figure S5I), compared with non-targeting shRNA-treated sample (NTC). The elevated expression of these differentiation genes is detected (Figure S5E, F, G, H, I) mainly at the later time points (day 7 post transfection), consistent with Muller’s finding that these genes increase slightly at day 6 post *Pcgf6* depletion in their system. Collectively, our data reveal a novel function for Pcgf6 in maintaining ESC identity by direct regulation of a number of important genes including *Kpna2, Dnajc8, Csda, Ctps, Elac2, Ivns1abp, Hes1, Cdk2, Snurf, Nudc, Nup88, Rfwd3, Rpa2, Tmpo, Mat2a,* and *Smu1* (Fig. 4D). Our data also demonstrate that Pcgf6 acts as a master regulator to positively affect the ESC core circuitry factors, including Oct4, Sox2, Nanog, and Lin28 (Fig. 4D).

## Discussion

In this study, we show that Pcgf6 is required for the expression of thousands of genes in ESCs. In addition to canonical functions of PRC1 complexes, Pcgf6 does not repress differentiation genes such as the *Hox* family, *Cbx2, Cbx4*, and ectodermal developmental regulators, but instead positively regulates the expression of genes necessary for ESC identity. *Pcgf6* expression is high in ESCs and decreases upon differentiation, and *Pcgf6* overexpression alone is able to sustain endogenous *Oct4, Sox2,* and *Nanog* expression in ESCs for more than 2 weeks (even without LIF), demonstrating the dominant role of Pcgf6 in regulating the ESC core circuitry. Finally, only a small proportion of Pcgf6 target genes are marked by H2AK119u1or bound by Rnf2, suggesting that Pcgf6 may exert atypical mechanistic roles in ESCs.

In a recent study by Zdzieblo *et al.*, Pcgf6 was identified to be a repressive transcriptional regulator, as mRNA expression of *T, Tex11, Tex13*, and *Mlf1* was elevated upon dox-induced shRNA-mediated knockdown of Pcgf6 6 days post-transduction^35^. We also assessed the mRNA level of these genes (*Tex11, Tex13, Mlf1, T*) and found consistent induction (or de-repression) at similar time points. Noticeably, down regulation of Pcgf6 lowered Oct4, Sox2 and Nanog 1 and 2 days post knockdown as shown in this study and at a later time point (day 6)^35^. Because Oct4, Sox2, and Nanog are the core transcriptional regulators in ESCs and are dysregulated following Pcgf6 knockdown, it is not possible to directly attribute transcriptional changes in the observed mesodermal-specific lineage genes and pluripotency factors to Pcgf6. Combined or in-direct transcriptional regulation by these core regulators can not be ruled out if the transcriptome changes are assessed at later time points. Therefore, the assumption that Pcgf6 acting as a repressive transcriptional regulator in ESCs may not be conclusive.

Transcriptional regulators play profound roles in modulating complex expression patterns by direct and also in-direct manners. Transcriptional changes can be detected in one or two days post induction of Ring1A/B knockout in ESCs^30^. To deconvolute the direct effects of Pcgf6 knockdown from the subsequent dysregulation in Oct4, Sox2, Nanog and other transcription factors, we analyzed transcriptome changes one and two days post-shRNA mediated knockdown in contrast to 6 days in Zdzieblo’s work^35^. We observed a consistent reduction of mRNA expression level both in day 1 and day 2 post RNAi treatment. To identify direct targets of Pcgf6 which may cause the observed transcriptomic changes and regulation of ESC identity, we utilized chromatin immunoprecipitation experiments followed by deep sequencing. The transcriptomic data, detection of TrxG components immunopreciptated with HA-tagged Pcgf6 and colocalization of chromatin binding patterns of endogenous Pcgf6, active chromatin marker H3K4me3, and the TrxG suggests a non-canonical activating role of Pcgf6 in ESCs. Our findings provide evidence of Pcgf6 immediate and direct transcriptional activities in ESCs rather than potentially indirect transcriptional regulation activities complicated by Pcgf6-mediated dysregulation of core ESC transcriptional regulators at later time points^35^. Given that the functionality of the PRC is dependent on its composition, Pcgf6-containing PRC1 may comprise two or more subsets of complexes, thus allowing it to act as both a repressor and activator. Further investigation of Pcgf6 protein interactome by employing Mass spectrometry-based immuno-precipitation proteomics is required to provide further insights into the diverse functions of Pcgf6 in ESCs.

Oct4, Sox2, and Nanog bind to their own and each other’s promoter regions, forming a positive feedback loop that secures the ESC self-renewal status. Our transcriptome analysis showed that depletion of Oct4 also decreased Pcgf6 expression in ESCs, suggesting certain indirect feedback control exist. 

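At the promoter of Hcfc1 (ENSMUSG00000031386.8, chromosome X of NCBIM37, TSS at 71211696), 4 fragments with the Santa Cruz antibody and 8 with the Abcam antibody against 65 in the input gave ChIP/input ratios of 0.534 (exact 95% interval, 0.141 to 1.43) and 0.866 (0.359 to 1.81). At the promoter of Ruvbl2 (ENSMUSG00000003868.6, chromosome 7, TSS at 52693466), 11 and 16 fragments against 99 gave 0.964 (0.466 to 1.80) and 1.14 (0.626 to 1.94). The smallest unadjusted p of the 4 values was 0.356 (one-sided exact binomial test), and no peak was called within 30 kb of either TSS. An enrichment over the input was not detectable at this depth. Ruvbl2 is listed in the Ab#1 column of Table S2, and Hcfc1 in neither antibody column.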

Pcgf6 binds to the promoter regions of Hcfc1 and Ruvbl2, which have been shown to associate with TrxG complexes, showing Pcgf6 also positively regulate TrxG components^41^,^42^,^43^,^44^. Recent studies have shown that Pcgf6 is enriched in ESCs, and that *Pcgf6*-depleted ESCs show flatter cell morphology and lower alkaline phosphatase activity^33^,^34^. Collectively, these observations suggest a novel function for Pcgf6 in the positive feedback loop that maintains the ESC core identity.

Many studies have shown that the subunit composition of PRC1 complexes confers differing target gene specificities. In human 293T cells, Pcgf6 forms a PRC1.6 complex with L3mbtl2 and Wdr5^26^, and similar to our observations with Pcgf6, PRC1.6 complexes do not bind to canonical PRC1 and PRC2 targets^31^. Rather, L3mbtl2 dominantly binds to active promoters (>60% of bound genes), which is also consistent with the Pcgf6 binding pattern in our study. Wdr5, also a component of PRC1.6, has been shown to be the core component of TrxG complexes^32^, which maintain gene expression by remodeling chromatin. Together with our finding, these observations suggest that Pcgf6, Zfp219, L3mbtl2, and Wdr5 function as homeostatic regulators of transcriptional programs in ESCs by balancing the activity of repressive (PRC1) and activating (TrxG) complexes. The activating roles of Pcgf6 on transcriptional regulation are also consistent with the emerging evidence that PRC1 might be involved in transcriptional activation, together with new subsets of PRC1 complexes^45^,^46^,^47^. Indeed, the positive effect of Pcgf6 in promoting expression of Oct4, Sox2, and Nanog is likely supported by the binding of TrxG complexes and maintenance of an open chromatin conformation. Furthermore, among Pcgf6-bound targets, genes associated with metabolic processes, known to be critical for maintaining self-renewal and determining cell fate^48^,^49^, are highly enriched. This finding is consistent with PRC-bound actively expressed genes reported in a previous study^39^. Moreover, the activating role of Pcgf6 in this study may explain why many PRC-bound genes (1227 genes) are actively expressed in ESCs^39^. Interestingly, Pcgf6 is known to be phosphorylated along with cell cycle^41^, suggesting a possible mechanism by which Pcgf6 could interact with other transcriptional activators. A detailed biochemical analysis of Pcgf6-containing PRC1 complexes in ESCs is required to understand the mechanism of various components of PRC1 complexes in directing specific functions. Future studies of how Pcgf6 phosphorylation influences the protein interactome will undoubtedly provide insight into the mechanisms underlying Pcgf6 regulation of ESC-specific gene expression.

## Methods

### Reprogramming of Oct4-EGFP MEFs and Derivation of Mouse Pcgf6-iPSCs

Induced reprogramming of MEFs was conducted as described^50^. In brief, Oct4-EGFP MEFs were plated in 12-well plates at 4 × 10^4^/well and transduced for 3 days with pMXs retroviruses expressing Oct4, Sox2, Klf4, and c-Myc (OSKM; plasmids from Addgene). Cells were then transferred to mouse ESC medium (DMEM with 15% fetal bovine serum, nonessential amino acids, L-glutamine, monothioglycerol, and 1000 U/ml LIF) for the remainder of the reprogramming process. The medium was exchanged every other day. After ~2 weeks, the cultures were examined by fluorescence microscopy, and fully reprogrammed cells (referred to as Oct4-EGFP-miPSCs) were scored as EGFP+ colonies. Pcgf6-miPSCs were derived as described above except a *Pcgf6*-encoding retrovirus was added at the same time as the OSKM retroviruses. EGFP+ colonies were scored as above, and individual colonies were manually selected under a stereo microscope (Leica). The colonies were dissociated with 0.05% trypsin with EDTA for 5–15 min and then re-seeded on 0.1% gelatin-coated tissue culture plates in ESC medium.

### Reprogramming of Human BJ Fibroblasts and Derivation of Human Pcgf6-iPSCs

All work was approved by the Institutional Review Board at Sanford Burnham Prebys Medical Discovery Institute. Human BJ fibroblasts obtained from ATCC were placed in 12-well plates at 5.5 × 10^4^/well, transduced with OSKM pMXs retroviruses for 3 days, and then re-seeded at a density of ~5 × 10^4^ cells/well in 6-well plates containing a layer of irradiated MEF feeder cells. The next day, cells were transferred to human ESC medium (details in Supplemental Information) and the medium was subsequently changed daily. After 3–4 weeks, reprogramming efficiency was assessed by alkaline phosphatase (AP) staining. hiPSCs overexpressing Pcgf6 (Pcgf6-hiPSCs) were derived in the same way except a *Pcgf6*-encoding retrovirus was added at the same time as the OSKM retroviruses. Three weeks post-transduction, ESC-like colonies were manually selected and cultured on a layer of irradiated MEFs for several passages before analysis.

### Teratoma Formation by Mouse and Human iPSCs

All animal work was approved by the Institutional Review Board at Sanford Burnham Prebys Medical Discovery Institute and was performed in accordance with Institutional Animal Care and Use Committee guidelines. miPSCs were resuspended in mouse ESC medium at 10^7^/ml, and 150 μl was injected subcutaneously into the dorsal side of the hind legs of anesthetized athymic nude mice. Mice were sacrificed 3–4 weeks later and tumors were collected, fixed, sectioned, stained, and analyzed in the Sanford-Burnham Medical Research Institute (SBMRI) Cell Imaging and Histology core facility. For human cell-derived teratomas, hiPSCs were grown to ~50% confluency in 10-cm culture dishes and then harvested by collagenase treatment. Cells were resuspended in human ESC medium containing 40% Matrigel (BD Biosciences, 356231) and clumped by low-speed centrifugation. Aliquots (~50 μl) of cell clumps were injected under the kidney capsule of anesthetized SCID mice. Mice were sacrificed at 10–12 weeks after injection, and the tumors were collected and analyzed as described above.

### Chromatin Immunoprecipitation and High-Throughput Sequencing

CCE cells were cross-linked with disuccinimidyl glutarate and paraformaldehyde, and nuclear extracts were prepared using cell extraction buffers^51^. ChIP-seq analysis was conducted as described^51^ using two independent anti-Pcgf6 antibodies (Santa Cruz, sc-160649; Abcam, ab48010). After pull-down, genomic DNA was extracted and amplified using an Illumina Library Prep Kit (Illumina, IP-202-1012), and the DNA was subjected to next-generation high-throughput sequencing analysis. ChIP-seq data peaks were analyzed and identified (cutoff *p*-value 0.00001) using MACS^52^. 

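Peaks were called on the pooled fragments of each antibody with an exact Poisson test in 600-bp windows, moved in steps of 50 bp. The expected number was the largest of the genome-wide rate and the input rates over 5 and 10 kb, scaled by library size. At the p cutoff of 1e-05, there were 627 peaks with the Santa Cruz antibody and 936 with the Abcam antibody. Libraries drawn from the input gave up to 176 and 198 peaks in 5 draws at the same sizes, so a part of the calls is expected without any pull-down. In simulated libraries, 50% (Santa Cruz) and 57% (Abcam) of 200 regions with a 5-fold enrichment were recovered. Counting every deposited fragment moved the numbers most, to 5556 and 6126 peaks. The peaks of the 2 antibodies overlapped by at least 1 bp at 373 peaks, which is 59.5% of the Santa Cruz and 39.9% of the Abcam peaks. Random placement of the peaks within chromosomes gave at most 4 overlaps in 1000 placements (permutation p = 0.001, the smallest they can give). Since both antibodies were set against the same input, pairs of libraries drawn from that input were compared with what remained of it, and they shared at most 21 peaks.

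The shared peak with the smallest p lay between genes on chromosome 9 of NCBIM37, from 35112251 to 35113600, 23530 bp from the nearest TSS (Gm5614). It held 178 fragments with Santa Cruz and 168 with Abcam against 136 in the input, and it was no longer shared when fragments at the same position in both antibodies were removed. The next 4 lay near Gm10801 (chromosome 2, from 98501851), Kcnh5 (chromosome 12, from 75904351), Gm10722 (chromosome 9, from 2999451) and Pgk2 (chromosome 17, from 39979601), those near Kcnh5 and Pgk2 at 373119 and 364204 bp from the TSS. Those at Gm10801 and Gm10722 lie in satellite-like repeats, which were marked on chromosomes 2 and 9 only. The input held 103 fragments in the peak near Kcnh5 and 1646 in that near Pgk2. Sequence present in more copies than in NCBIM37 was not tested at the peaks near Gm5614, Kcnh5 and Pgk2 and stays open there.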

ChIP-seq peaks residing in the promoters (specified as ±10 kb of transcription start sites [TSSs]) of mm9 RefSeq genes were annotated by CEAS^53^.

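Of the peaks called here, 57.7% with the Santa Cruz antibody (exact 95% interval, 53.8 to 61.6%) and 66.5% with the Abcam antibody (63.3 to 69.5%) had their centre within ±10 kb of the TSS of a protein-coding transcript (GENCODE annotation of NCBIM37). Random placement within chromosomes gave a mean of 17.4% and 17.6% (permutation p = 0.001 for each antibody, the smallest that 1000 placements can give). Peaks called on libraries drawn from the input, without any pull-down, lay within ±10 kb in 35.7 to 43.0% at the size of the Santa Cruz library and in 37.4 to 45.4% at the size of the Abcam library (5 draws). Within ±3 kb, the shares of the ChIP peaks were 49.8% and 57.4%. The peaks within ±10 kb lay at 466 genes with Santa Cruz and 772 with Abcam, of which 307 had a peak with both. Of the Santa Cruz genes, 66.3% are in the Ab#1 column of Table S2 and 51.3% in the Ab#2 column. Of the Abcam genes, 33.4% are in the Ab#1 column and 66.3% in the Ab#2 column. Conversely, 35.1% of the Ab#1 genes had a Santa Cruz peak and 29.3% an Abcam peak, and 21.2% and 45.4% of the Ab#2 genes. With at least 1 antibody, a peak was called at 37.1% of the genes in either column and at 81.8% of the 318 genes in both columns.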

### Microarray Analysis

CCE ESCs were transfected with control non-targeting siRNA or siRNA against *Pcgf6* or *Oct4* for 24 or 48 h, and total RNA was then isolated using TRIzol (Invitrogen). Quality of total RNAs were examined by Bioanalyzer (Agilent) before hybridization of microarray analysis. MouseWG-6 v2.0 Expression BeadChip (illumina) kits were used to detect total RNA expression profiling. Sample-independent spiked oligonucleotides were used during hybridization to monitor data quality and provide proper controls (http://res.illumina.com/documents/products/technotes/technote_gene_expression_data_quality_control.pdf). Data of gene expression profiling was analyzed in the SBMRI Genomics and Bioinformatics core facilities. Gene clusters were created using Cluster 3.0, heat maps were created using Java TreeView, and scatter plots were created using Excel.

### Meta-Analysis Using IPA and NextBio Platforms

To analyze transcriptome changes, normalized mRNA expression data were uploaded onto the IPA server. For *Pcgf6*- or *Oct4*-depleted ESCs, the cut off value for fold-change and *p* (Fishers’ Exact test) were 1.5 (±0.6 log_2_ scale) and 0.05, respectively. Changes in representation of genes, networks, and pathways were identified using the IPA platform.

## Additional Information

**How to cite this article**: Yang, C.-S. *et al.* Polycomb Group Protein Pcgf6 Acts as a Master Regulator to Maintain Embryonic Stem Cell Identity. *Sci. Rep.* **6**, 26899; doi: 10.1038/srep26899 (2016).

## Supplementary Material

Supplementary Information

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

## Figures and Tables

**Figure 1:**
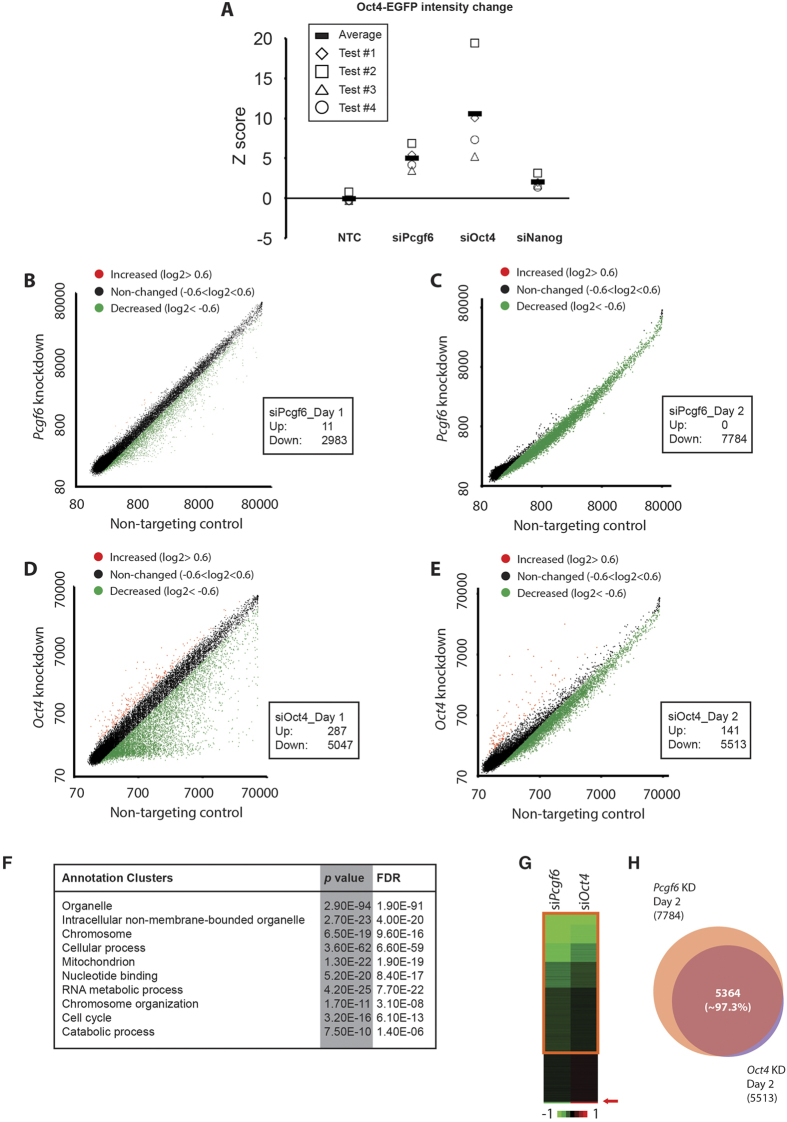
Pcgf6 is Essential for the Maintenance of ESC Identity. (**A**) Distribution plot showing z score of Oct4-EGFP signal changes with various siRNA treatments. Oct4-EGFP ESCs were transfected with indicated siRNAs (si*Pcgf6*, si*Oct4*, si*Nanog*) and EGFP signal was detected and measured by flow cytometry. Non-targeting control siRNA serves as negative control (NTC). Z score was calculated by normalizing to NTC. (**B~E**) Scatter plot showing mRNA expression changes in *Pcgf6-* or *Oct4-*depleted CCE ESCs one or two days after siRNA transfection. Cells were transfected with *Pcgf6* or control siRNAs for 3–5 h, and mRNA expression was analyzed by microarray 1 or 2 days later. Green dots indicate genes showing reduced expression (<−0.6 on log_2_ scale) in *Pcgf6*- or *Oct4-*depleted compared with control cells. Red dots indicate increased genes (>0.6 log_2_) and black dots indicate non-differentially-expressed genes with *Pcgf6* or *Oct4* knockdown. The number of differentially expressed genes is shown in the box in each panel. (**F**) Table showing gene ontology analysis (GO) of decreased genes in *Pcgf6*-depleted ESCs. 2983 decreased genes at day 1 post *Pcgf6*-depletion in ESCs were analyzed using DAVID^54^,^55^. Probability is represented as Score (−log_10_ *p*-value). (**G**) Heat map showing mRNA expression profiling in CCE ESCs depleted of *Pcgf6* or *Oct4*. Cells were transfected with *Oct4*, *Pcgf6,* or control siRNAs for 3–5 h, and mRNA expression was analyzed by microarray 1 day later. Results in *Oct4* and *Pcgf6* knockdown (KD) cells were normalized to cells treated with control siRNA and then subjected to K-mean clustering analysis. Color bar is on a log_2_ scale. Red arrow indicates the small proportion of genes showing increased expression in *Oct4* KD cells, but which are decreased in *Pcgf6* KD cells. (**H**) Venn diagram showing overlap between genes suppressed by *Pcgf6* or *Oct4* KD. mRNA expression was analyzed by microarray 2 days after transfection of CCE ESCs with siRNA, and results were normalized to cells treated with control siRNA. The data show that 97.3% of genes that were reduced by *Oct4* KD were also reduced by *Pcgf6* KD.

**Figure 2:**
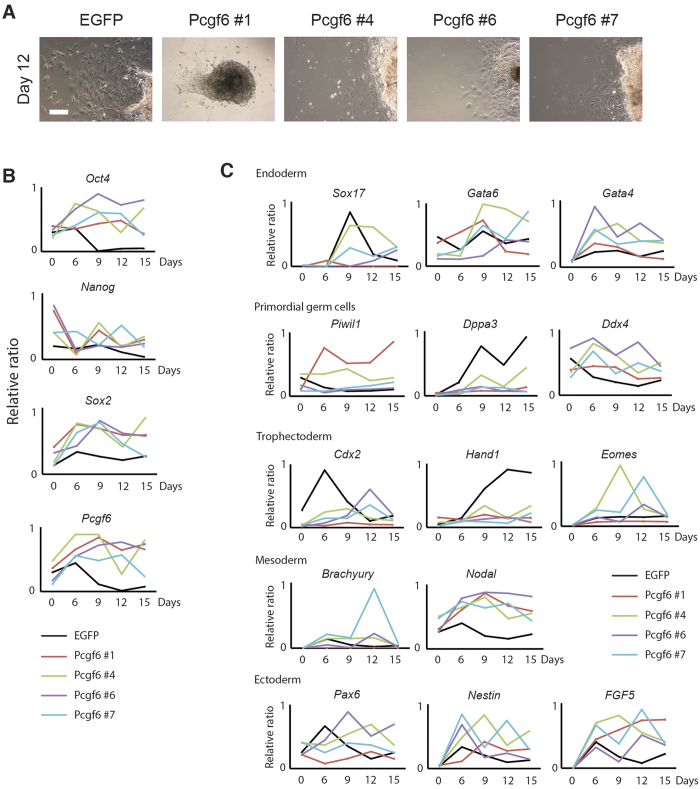
Pcgf6 Regulates the Core Circuitry and Maintains Pluripotency in ESCs. (**A**) Micrographs showing abnormal EB morphology of differentiating Pcgf6-mESCs. CCE ESCs were stably transfected with Pcgf6 or EGFP (control), and *in vitro* differentiation was assessed by monitoring EB formation over 15 days. Images were taken using phase contrast microscopy from day 12 cultures of control cells and 4 individual clones overexpressing Pcgf6. Scale bar = 100 μm. (**B,C**) Expression of ESC-specific (**B**) and differentiation marker (**C**) genes during *in vitro* differentiation of EGFP- or Pcgf6-overexpressing CCE ESCs. mRNA levels were measured on days 0, 3, 6, 9, 12, and 15 and are presented as the ratio of mRNA levels relative to the highest expression level during differentiation. Four biological replicates are shown in four different color lines and control (EGFP-overexpressing CCE) is in black dotted line.

**Figure 3:**
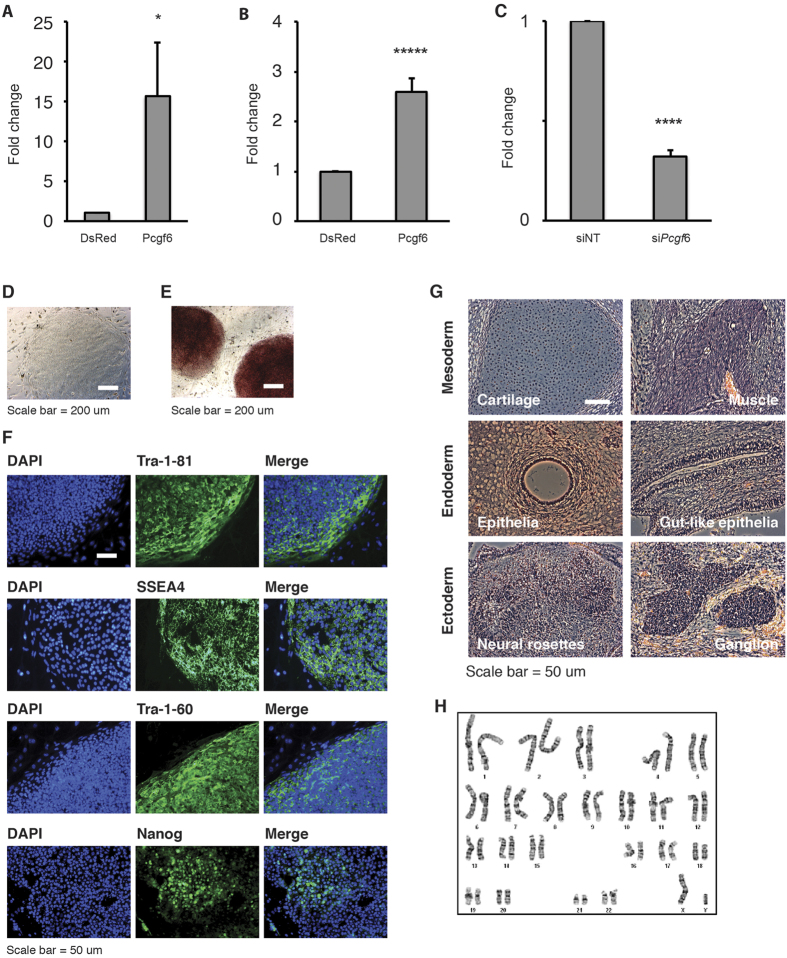
Pcgf6 Enhances Induced Reprogramming Efficiency. (**A**) Reprogramming efficiency of Oct4-EGFP MEFs transduced with OSKM and either Pcgf6 or DsRed (control) retroviruses. EGFP+ colonies were counted 2 weeks post-transduction, and the results are expressed as colony number relative to control DsRed-miPSCs. Results are the mean ± SEM of n ≥ 5. *p < 0.05 by Student’s t-test. (**B**) Reprogramming efficiency of human BJ fibroblasts transduced with OSKM and either Pcgf6 or DsRed (control) retroviruses. AP+ colonies were counted 3–4 weeks post-transduction, and the results are expressed as for (**A**). Results are the mean ± SEM of n ≥ 5. *****p < 0.000005 by Student’s t-test. (**C**) Reprogramming efficiency of Oct4-EGFP MEFs depleted of *Pcgf6*. Cells were treated with non-targeting (siNT) or Pcgf6-specific siRNA for 3–5 h and then transduced with OSKM retroviruses. EGFP+ colonies were counted 2 weeks later, and the results are expressed as for (**A**). Results are the mean ± SEM of 

. ****p < 0.00005 by Student’s t-test. (**D–F**) Images of Pcgf6-hiPSCs derived as in (**B**). Cells were cultured on feeders for at least 4 passages before imaging of: cell morphology (**D**), AP staining (**E**), and Tra-1-81, SSEA4, Tra-1-60, and Nanog immunofluorescence staining (**F**). Scale bars = 200 μm (**D,E**) or 50 μm (**F**). (**G**) Histological staining of mesodermal, endodermal, and ectodermal tissues in teratomas formed from Pcgf6-hiPSCs. Cells were injected under the kidney capsule of SCID mice, and teratomas were removed and analyzed ~10 weeks later. Scale bar = 50 μm. Images were taken using either phase contrast microscopy or fluorescent microscopy. (**H**) Normal karyotype of Pcgf6-hiPSCs. Cells were cultured for ~2 months on feeder cells before karyotype analysis. Chromosomes in the metaphase of 20 cells were counted, and 4 cells were examined for G-band staining with band resolution at 450–525. All cells contained normal karyotypes with 46 chromosomes including XY, and no clonal abnormalities were detected.

**Figure 4:**
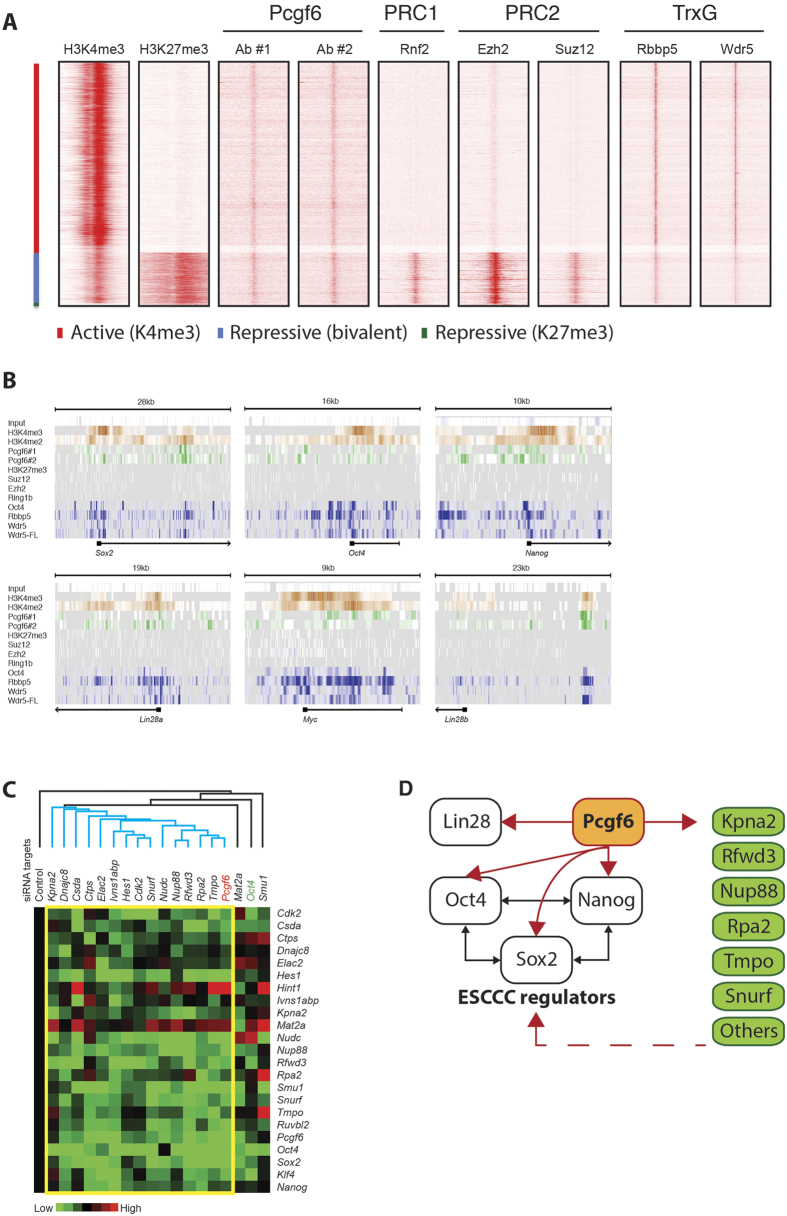
Pcgf6 Directly Regulates Key Pluripotency Factors in ESCs, Including Oct4, Sox2, Lin28b, and Nanog. (**A**) Heat map representations showing the chromatin-binding distribution of various epigenetic regulators in CCE ESCs. For Pcgf6, ChIP-seq experiments were performed with two different antibodies, as indicated (Ab#1 and 2; See Methods). ChIP-seq data for H3K4me3, H3K27me3, Suz12, Ezh2, and Rnf2 were obtained from the Bernstein lab^38^, and data for Rbbp5 and Wdr5 were obtained from the Ihor lab^32^. Regions decorated with active (H3K4me3), repressive (H3K27me3), and bivalent poised/repressive (both H3K4me3 and H3K27me3) chromatin marks are indicated by the vertical bar at left. (**B**) Pcgf6 binds promoter regions of key pluripotency genes in ESCs. ChIP-seq data for Pcgf6 (this study) were uploaded to the Integrative Genomics Viewer browser and compared with ChIP-seq data for H3K27me3, Suz12, Ezh2, and Rnf2 (as above) and Oct4, Rbbp5, Wdr5, and Wdr5-FL (Ihor lab^32^). The scale of each genomic region is indicated at the top of each panel. The TSSs of *Sox2, Oct4, Nanog, Lin28a, Myc*, and *Lin28b* target genes are shown as black squares with the arrow showing transcription direction. Green indicates Pcgf6 binding regions; orange indicates regions with histone modification markers; blue indicates regions bound by Oct4, PRC1, PRC2, and TrxG components. (**C**) Heat map showing that changes in gene expression caused by Pcgf6 knockdown is recapitulated by knockdown of Pcgf6 targets. CCE ESCs were transfected with siRNAs targeting various Pcgf6-bound genes (named at the top), and RT-qPCR was performed ~24 h later to detect expression of a panel of Pcgf6-bound genes (listed at right). Expression levels were normalized to cells treated with the non-targeting siRNA (Control) and displayed as a heat map. The hierarchical tree was created by Cluster and visualized by Java TreeView. The blue hierarchical lines and yellow rectangle indicate the major cluster. (**D**) Proposed model for the central role of Pcgf6 in modulating the ESC core circuitry. Pcgf6 activates the key regulators Oct4, Sox2, Nanog, and Lin28 in ESCs in a noncanonical fashion and directly regulates the expression of other factors, including *Kpna2, Rfwd3, Nup88, Rpa2, Tmpo*, and *Snurf*, which positively regulate the ESC core circuitry.

# Supplementary material for: Polycomb Group Protein Pcgf6 Acts as a Master Regulator to Maintain Embryonic Stem Cell Identity
**Source:** Sci Rep. 2016 Jun 1;6:26899. doi: 10.1038/srep26899
**Supplement:** Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **Polycomb Group Protein Pcgf6 Acts as a Master Regulator to Maintain Embryonic Stem Cell Identity**

Chao-Shun Yang,<sup>1</sup> Kung-Yen Chang,<sup>1</sup> Jason Dang, and Tariq M. Rana<sup>1,2\*</sup>

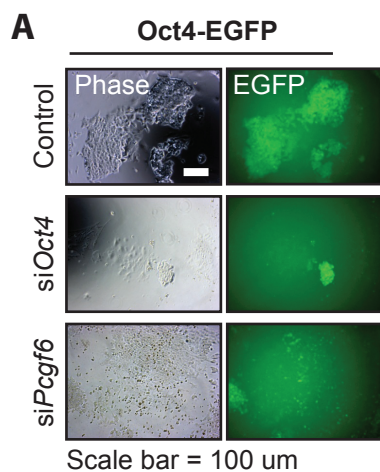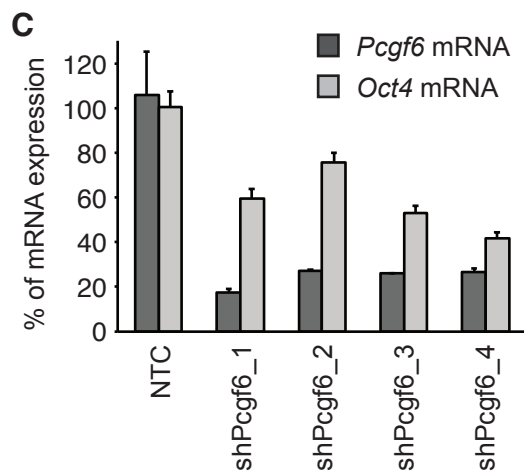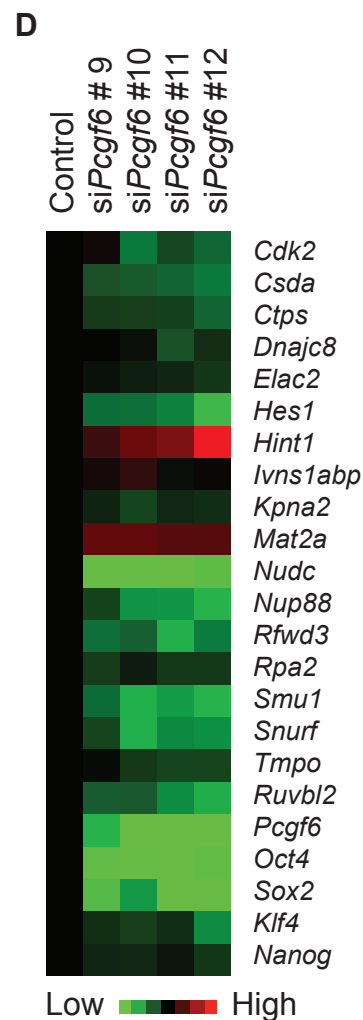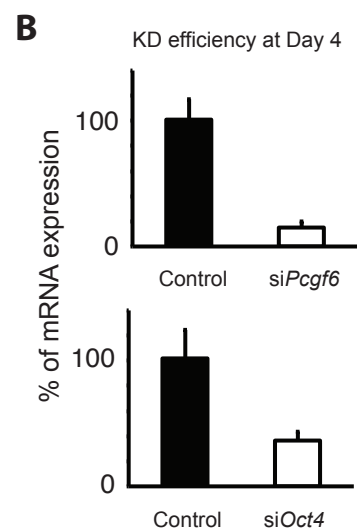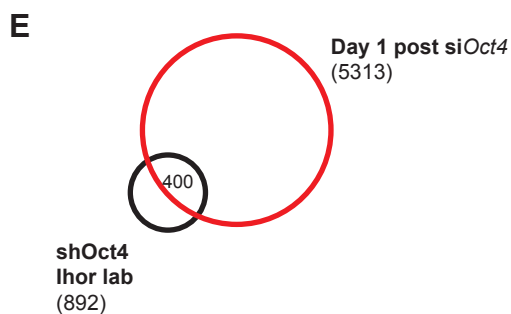

**F**

| Annotation Clusters                          | <i>p</i> value |
|----------------------------------------------|----------------|
| Organelle part                               | 1.40E-40       |
| Intracellular non-membrane-bounded organelle | 1.20E-20       |
| Mitochondrion                                | 4.50E-20       |
| Chromosome                                   | 5.60E-14       |
| Nucleotide binding                           | 2.20E-16       |
| Ribonucleoprotein complex                    | 4.90E-18       |
| RNA processing                               | 8.00E-13       |
| DNA metabolic process                        | 2.10E-09       |
| Protein transport                            | 1.20E-09       |
| Cell cycle                                   | 1.10E-10       |
| Non-membrane-bounded organelle               | 1.90E-19       |
| Cytoskeletal protein binding                 | 9.40E-08       |
| Blood vessel morphogenesis                   | 6.30E-06       |
| Basolateral plasma membrane                  | 5.70E-07       |
| Programmed cell death                        | 1.20E-04       |
| Cell cycle                                   | 7.10E-08       |
| Contractile fiber part                       | 2.70E-05       |
| Cell migration                               | 1.40E-04       |
| In utero embryonic development               | 1.40E-05       |
| Nucleotide binding                           | 4.00E-05       |

siOct4

shOct4\_Ihor lab

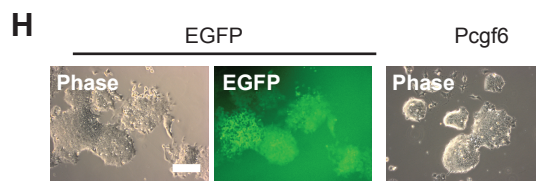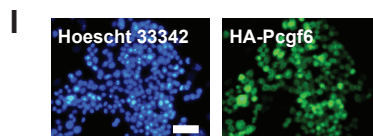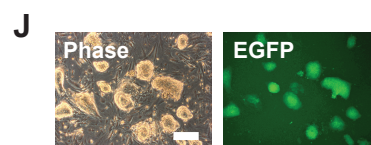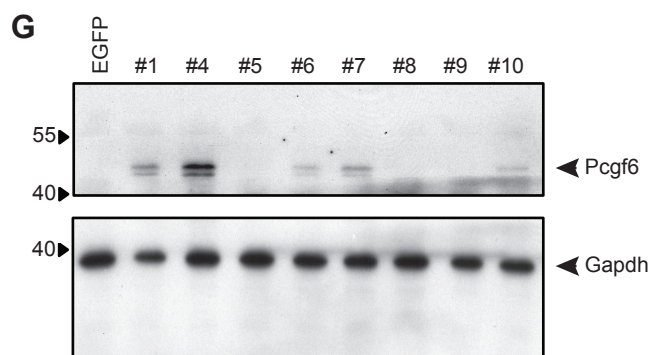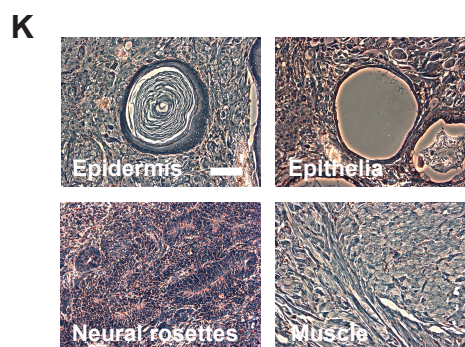

**Figure S1.**

**Pcgf6 play important roles to maintain ESC properties and to enhance iPSC generation**

- (A)** Phase contrast and fluorescence micrographs of reprogrammed Oct4-EGFP-miPSCs 4 days after transfection with non-targeting (Control), Oct4, or Pcgf6 siRNAs for 3–5 h. Scale bar = 100  $\mu$ m.
- (B)** Bar graph showing mRNA KD by siRNA transfection in CCE ESCs at day 4 post siRNA transfection. CCE ESCs were transfected with siRNA smart pools (as indicated) targeting either Pcgf6 or Oct4 and total RNAs were extracted four days later. Oct4 and Pcgf6 gene expression was detected by RT-qPCR. Relative expression ratio was calculated by normalized to expression level of non-targeting siRNA-treated cells (Control). Error bars denote standard errors of two independent experiments.
- (C)** Bar graph showing decreased Oct4 gene expression after Pcgf6 KD by four distinct pLKO shRNAs. CCE ESCs were transfected with four distinct shRNAs (as indicated) and total RNAs were extracted two days later. Oct4 and Pcgf6 gene expression was detected by RT-qPCR. Relative expression ratio was calculated by normalized to expression level of non-targeting shRNA-treated cells (NTC). Error bars denote standard errors of two independent experiments.
- (D)** Confirmation of Pcgf6 and target gene downregulation with 4 distinct siRNAs. Heat map showing mRNA expression profiles of CCE ESCs transfected with non-targeting siRNA (Control) or 4 different siRNAs targeting Pcgf6. Expression of the indicated genes (including Pcgf6) was analyzed by RT-qPCR at 24 hours post-transfection, and the results are expressed relative to levels in CCE ESCs transfected with control siRNA.
- (E)** Venn diagram showing overlapped differentially expressed genes with Oct4 depletion in ESCs. Total RNAs were isolated from CCE ESCs one day post siOct4 transfection and used to perform microarray analysis. Differentially expressed genes ( $\log_2 > \pm 0.6$ ) were identified and compared with data from Ihor lab (Ang et al., 2011). The number of differentially expressed genes of each treatment are shown in parenthesis and overlapped genes shown in the center of diagram.
- (F)** GO analysis (DAVID) showing functional annotation clusters of differentially expressed genes with Oct4 depletion in ESCs.
- (G)** Western blot analysis of CCE ESC clones overexpressing Pcgf6. Eight stable HA-Pcgf6 transfectants were analyzed 3 weeks after selection in G418, and clones 1, 4, 6, and 7 were used in the experiments described here. CCE ESCs expressing EGFP served as control. Gapdh served as a protein loading control.
- (H)** Phase contrast, fluorescence, and light microscopy images showing normal morphology of a Pcgf6-mESC clone compared with control EGFP-expressing CCE ESCs. One representative clone of each is shown. Scale bar = 100  $\mu$ m.
- (I)** Fluorescence microscopy images showing correct nuclear localization of Pcgf6 transgene in OSKM-reprogrammed Oct4-EGFP MEFs. HA-tagged Pcgf6 expression was detected 5 days post-OSKM transduction by immunostaining with anti-HA primary and Alexa Fluor 488-tagged secondary antibody. Nuclei were stained with Hoescht 33342. Scale bar = 25  $\mu$ m.
- (J)** Phase contrast and fluorescence microscopy images showing normal ESC morphology of miPSCs derived with OSKM and Pcgf6. Oct4-EGFP MEFs were used for iPSC generation. Activation of endogenous Oct4 is indicated by EGFP fluorescence. Scale bar = 200  $\mu$ m.
- (K)** Sections from a teratoma derived from Pcgf6-miPSCs. Reprogrammed cells were injected subcutaneously into the dorsal hind legs of nude mice and tumors were collected at ~3 weeks post-injection. The indicated tissue types were identified by histopathological analysis. Scale bar = 50  $\mu$ m.

**A**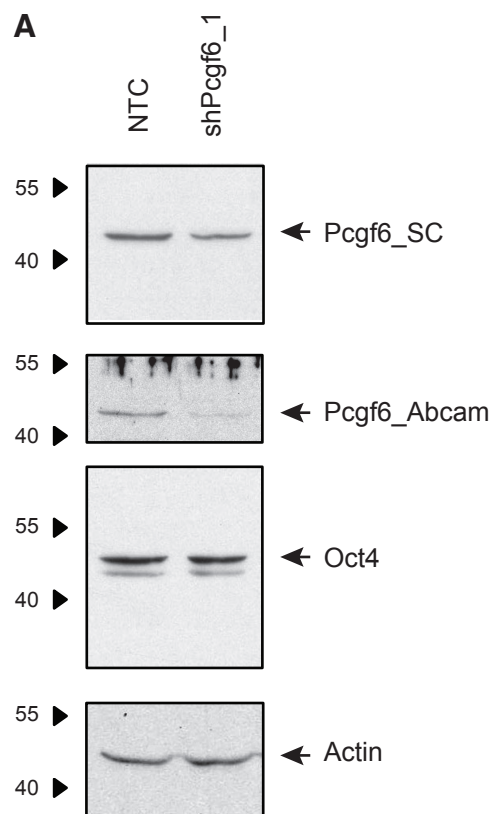**B**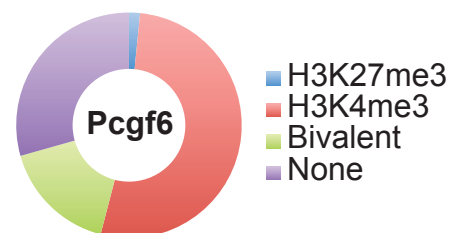**C**

|          | Pcgef6       | L3mbtl2    | Suz12        | Eed          | Phc1         | Rnf2         |
|----------|--------------|------------|--------------|--------------|--------------|--------------|
| H3K27me3 | 2.1%         | 11.1%      | 19.8%        | 15.8%        | 24.9%        | 33.5%        |
| H3K4me3  | <b>74.7%</b> | <b>62%</b> | 2.7%         | 2.9%         | 1.6%         | 2.2%         |
| Bivalent | 23.2%        | 26.9%      | <b>61.9%</b> | <b>68.2%</b> | <b>58.3%</b> | <b>48.7%</b> |

**D**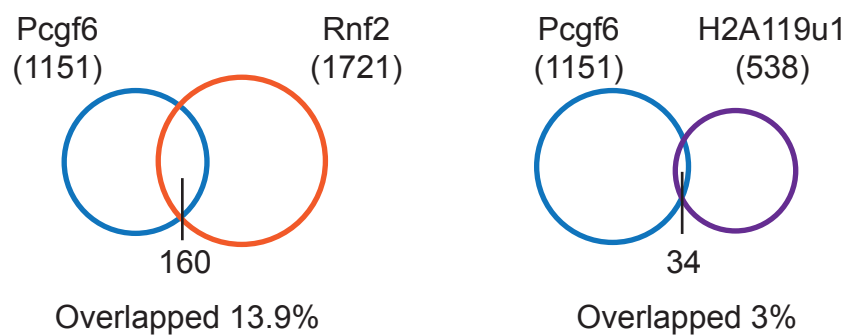**E**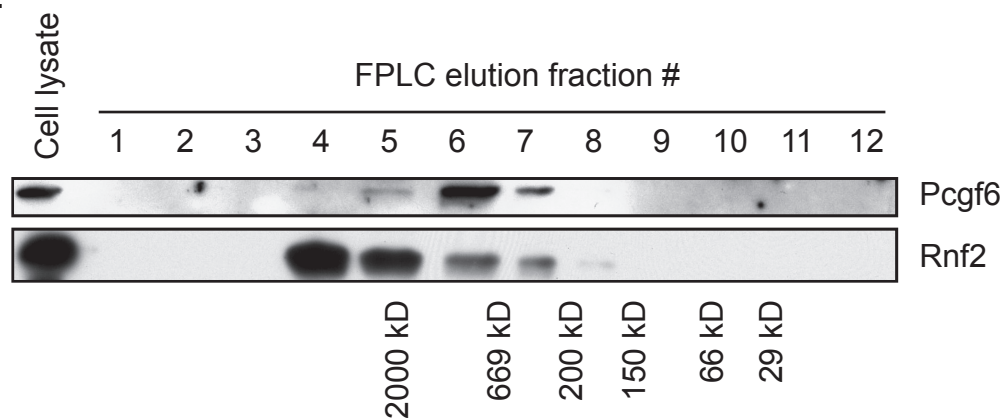

## Figure S2.

### Atypical Function of Pcgf6 in mESCs

**(A)** Western blot analysis showing specificity of Pcgf6 antibodies used for the following chromatin immunoprecipitation assays. CCE ESCs were transfected with pLKO shRNAs targeting Pcgf6 and cell lysate was isolated ~24 hours later. Pcgf6 proteins were detected with two different antibodies (Santa Cruz, sc-160649; Abcam, ab48010). Oct4 proteins were detected with specific antibody (Stemgent, 09-0023). Actin served as a protein loading control.

**(B)** Pie chart of Pcgf6-bound promoters showing that the majority are decorated with active epigenetic marks in CCE ESCs. Pcgf6-bound targets were compared with published data of H3K4me3-bound (active) and H3K27me3-bound (repressed) targets in mouse ESCs (Mikkelsen et al., 2007). Bivalent genes are marked by both H3K4me3 and H3K27me3 and are considered poised/repressed.

**(C)** Quantification of ChIP-seq data showing the percentage of promoters bound by Pcgf6 (this study), L3mbtl, Suz12, Eed, Phc1, Rnf2 (Boyer et al., 2006; Ku et al., 2008; Marson et al., 2008; Mikkelsen et al., 2007; Qin et al., 2012) that also contain histone modifications.

**(D)** Venn diagram showing low overlap between genomic loci bound by Pcgf6 and those bound by Rnf2 (canonical PRC1 complexes) in CCE ESCs. 

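Within ±3 kb of an annotated TSS, a peak was called at 347 genes with the Santa Cruz antibody and at 594 genes with the Abcam antibody, and 237 genes had a peak with both. With either antibody, 704 genes had a peak. A genome-wide rate in place of the local input rate raised this number to 1280, and a stricter p cutoff of 1e-07 lowered it to 341.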

ChIP-seq-identified gene targets bound by Pcgf6 were annotated with promoter regions  $\pm$  3kb of the TSSs. Published ChIP-chip data were used for Rnf2 and H2A119u1 (Endoh et al., 2012). The number and percentage of overlapping genes is indicated.

**(E)** Western blot analysis of FPLC fractions from CCE ESCs showing separation of Pcgf6- and Rnf2-containing canonical PRC1 complexes. Total cell lysate was probed as a positive control. Apparent molecular weights are indicated.

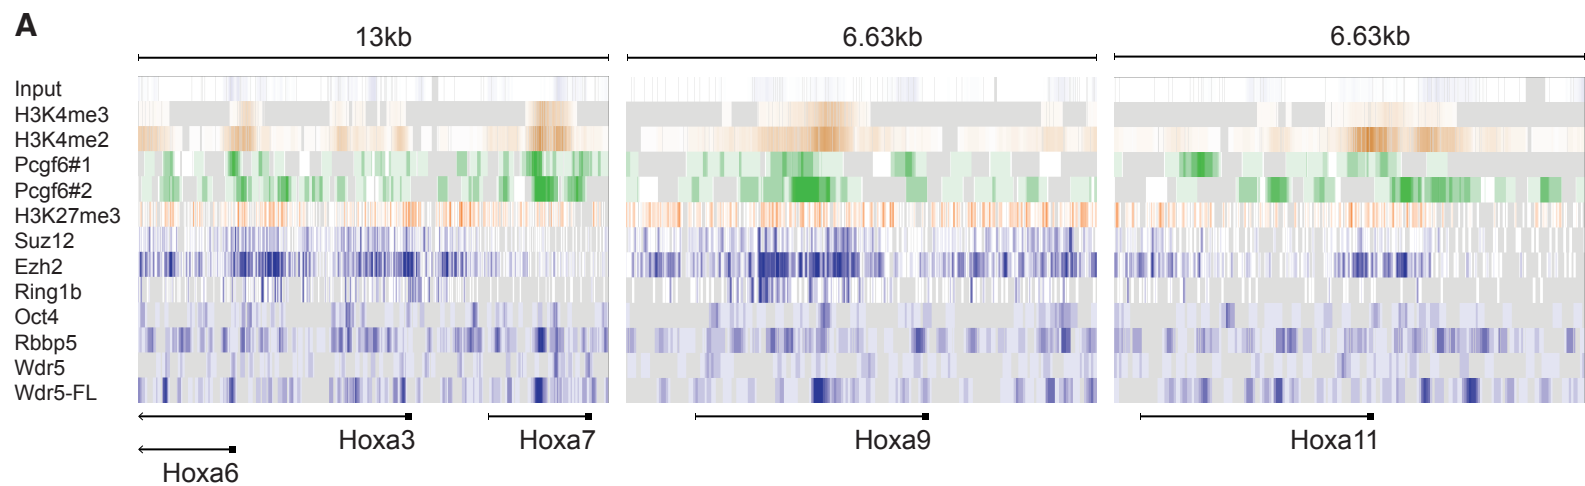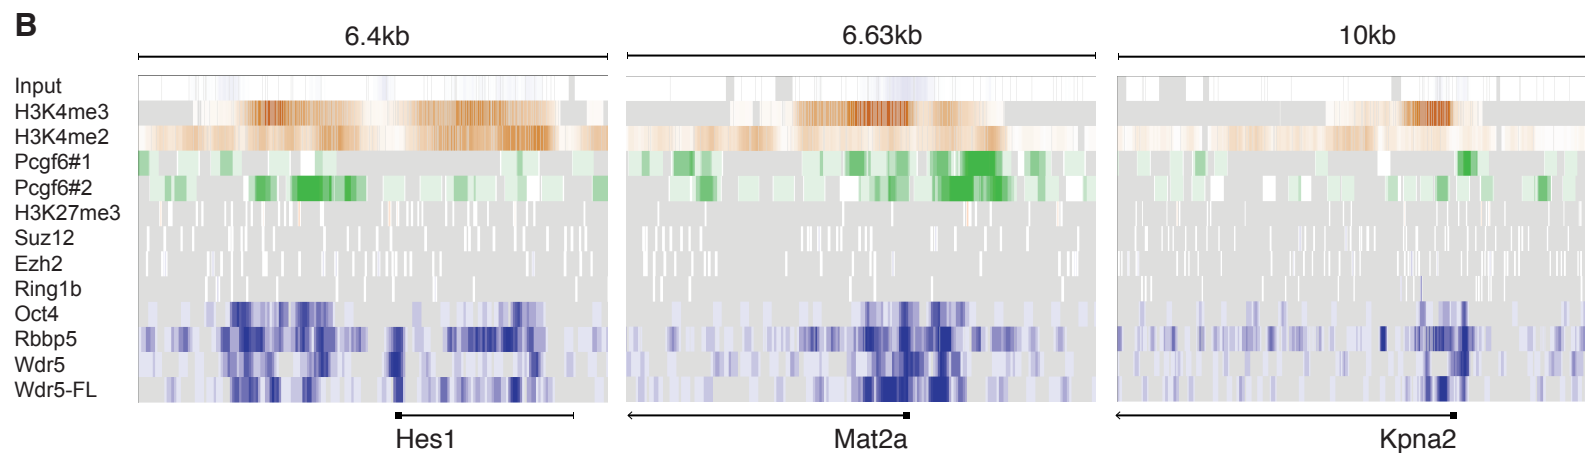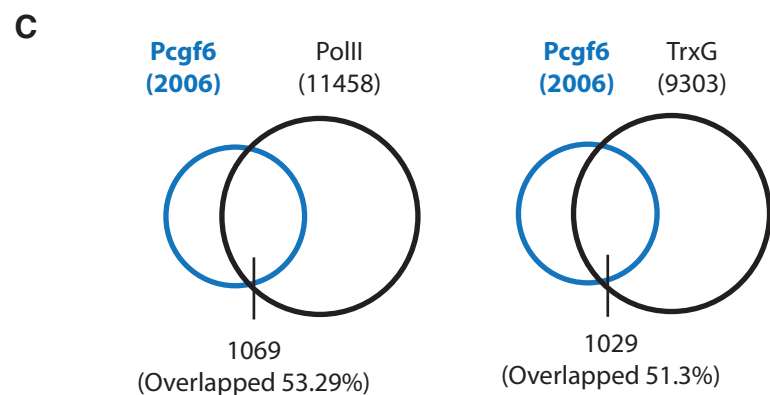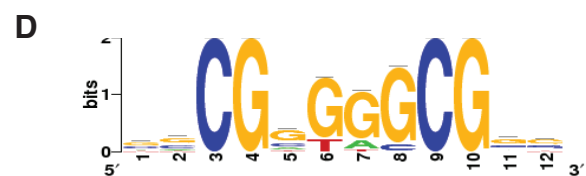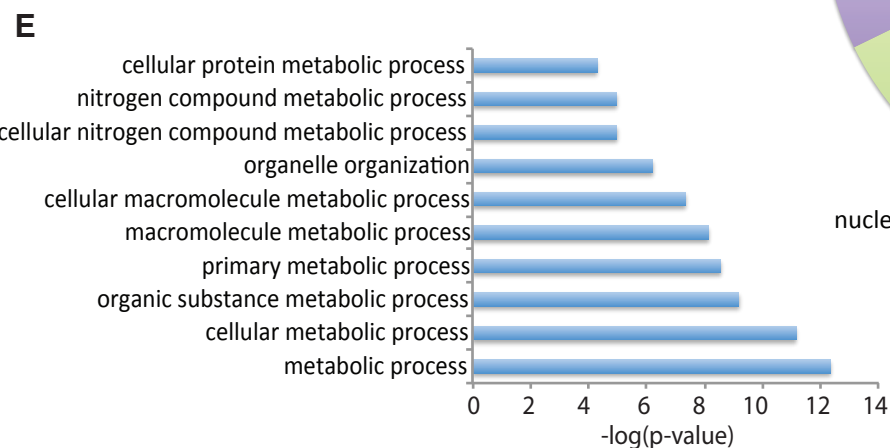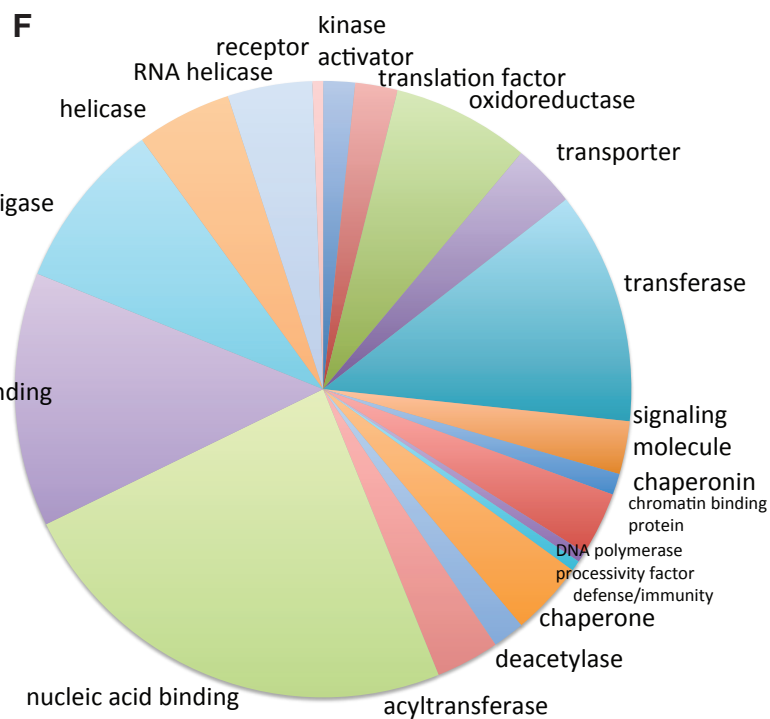

### **Figure S3.**

#### **Pcgf6 Function is Atypical Compared with Canonical PRC1 Complexes**

**(A)** Pcgf6 binds to the Hox gene cluster. IGV analysis was conducted as described for Figure 4B. The scale of each genomic region is indicated on the top of each panel. TSSs of the target genes are shown as black squares and the solid line indicates the transcription direction. The color code of bound promoters regions is: green = Pcgf6; orange = H3K4me2, H3K4me3, and H3K27me3; and blue = regions bound by Oct4, PRC1, PRC2, and TrxG components.

**(B)** Pcgf6-bound promoters are also bound by TrxG components, but not by PRC1 or PRC2 components. IGV analysis was conducted as described above. The color codes are as in (A).

**(C)** Venn diagram showing that >50% of Pcgf6-bound targets are also bound by positive regulators (RNA polymerase II and TrxG proteins) in ESCs. ChIP-seq data for TrxG proteins were obtained from the Ihor lab (Ang et al., 2011) and data for PolII were from the Ren lab (Shen et al., 2012). The number and percentage of overlapping genes is indicated.

**(D)** Consensus sequence of Pcgf6-binding sites in ESCs. Peaks of Pcgf6-bound regions were analyzed by MACS. Annotated Pcgf6-bound regions within 3kb up- and down-stream to transcription start sites (TSS) were analyzed to extract genomic DNA sequences. Motif discovery was performed and visualized by using RSAT (Shin et al., 2009).

**(E)** Gene ontology of PCGF6 bound genes which are also differentially expressed when PCGF6 is knocked down by shRNA.

**(F)** Protein classification of PCGF6 bound genes which are also differentially expressed when PCGF6 is knocked down by shRNA.

**A**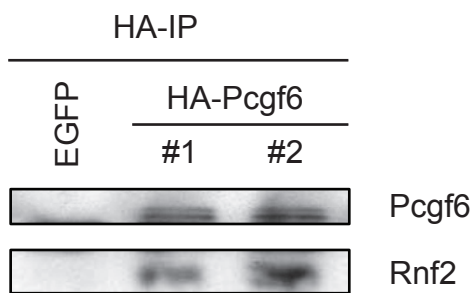**B**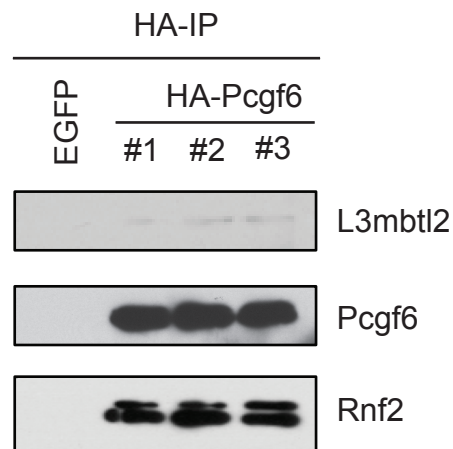**C**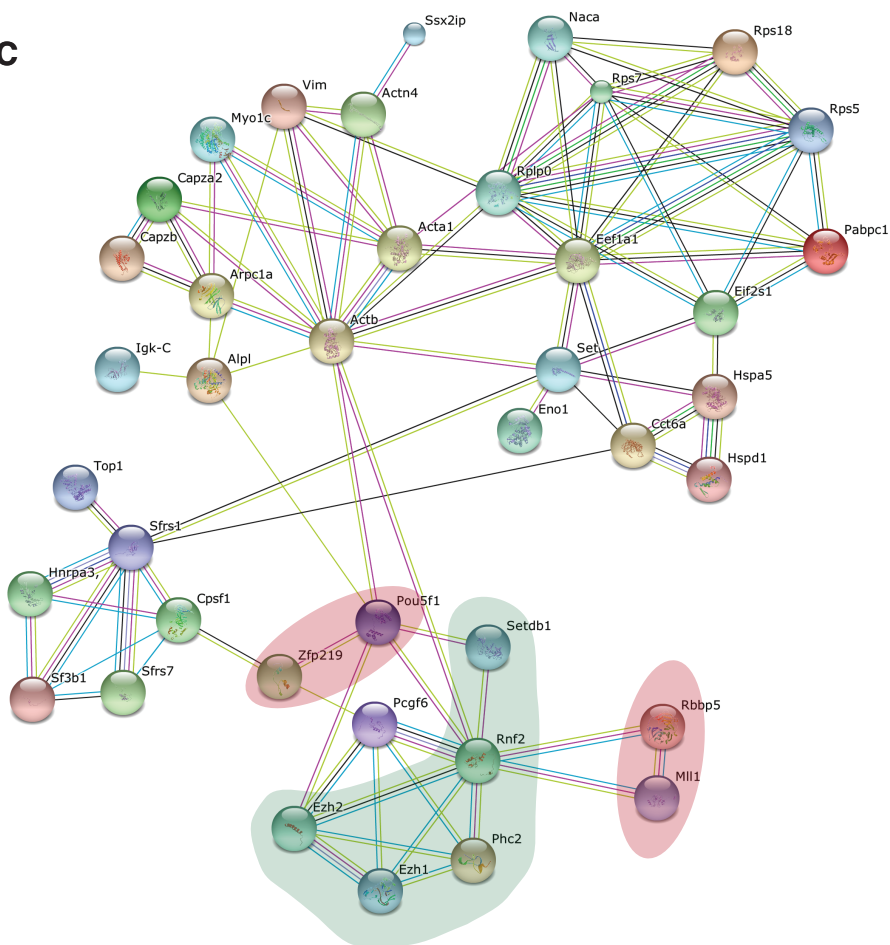**D**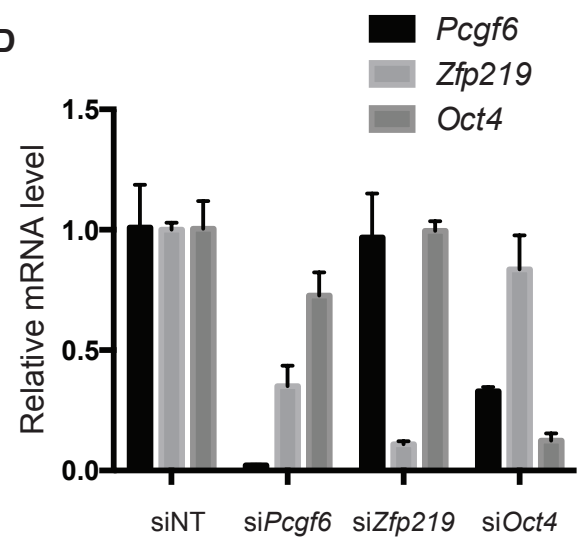

## **Figure S4.**

### **Pcgf6 Interacts with Various Protein Complexes**

**(A) and (B)** Western blotting analysis showing that Pcgf6 interact with PRC1 complexes.

CCE ESCs (A) or 293FT (B) were transfected with pcDNA-HA-Pcgf6 or pcDNA-EGFP. Two days later, nuclear extract was prepared using CellLytic NuCLEAR extraction kit and Pierce IP lysis buffer. Magnetic beads conjugated with anti-HA antibodies were used to immunoprecipitate HA-Pcgf6 and associated proteins. IP-pull down proteins were resolved by SDS-PAGE and detected with specific antibodies against endogenous proteins. Cell lysate of EGFP-transfected cells was used as negative control. Biological repeats were indicated as #1, #2, or #3.

**(C)** STRING protein interaction analysis showing Pcgf6 interacts with activating and repressive complexes.

Pcgf6-associated proteins were identified with co-IP and mass spectrometry (Supplemental File 3).

Interaction of Pcgf6-associated proteins was analyzed using STRING database (<http://string-db.org/>).

Components of activating complexes were identified (Zfp219, Rbbp5, Mll1; highlighted in red), while repressive-complex components were also identified (Setdb1, Phc2, Ezh1, Ezh2; highlighted in green).

**(D)** Bar graphs showing relative mRNA expression level in CCE ESCs treated with various siRNAs.

Cells were transfected with various siRNAs as indicated and total RNAs were isolated for performing RT-qPCR analysis. Relative mRNA expression level was calculated by normalizing to control (siNT). Error bars denote standard errors of two independent experiments.

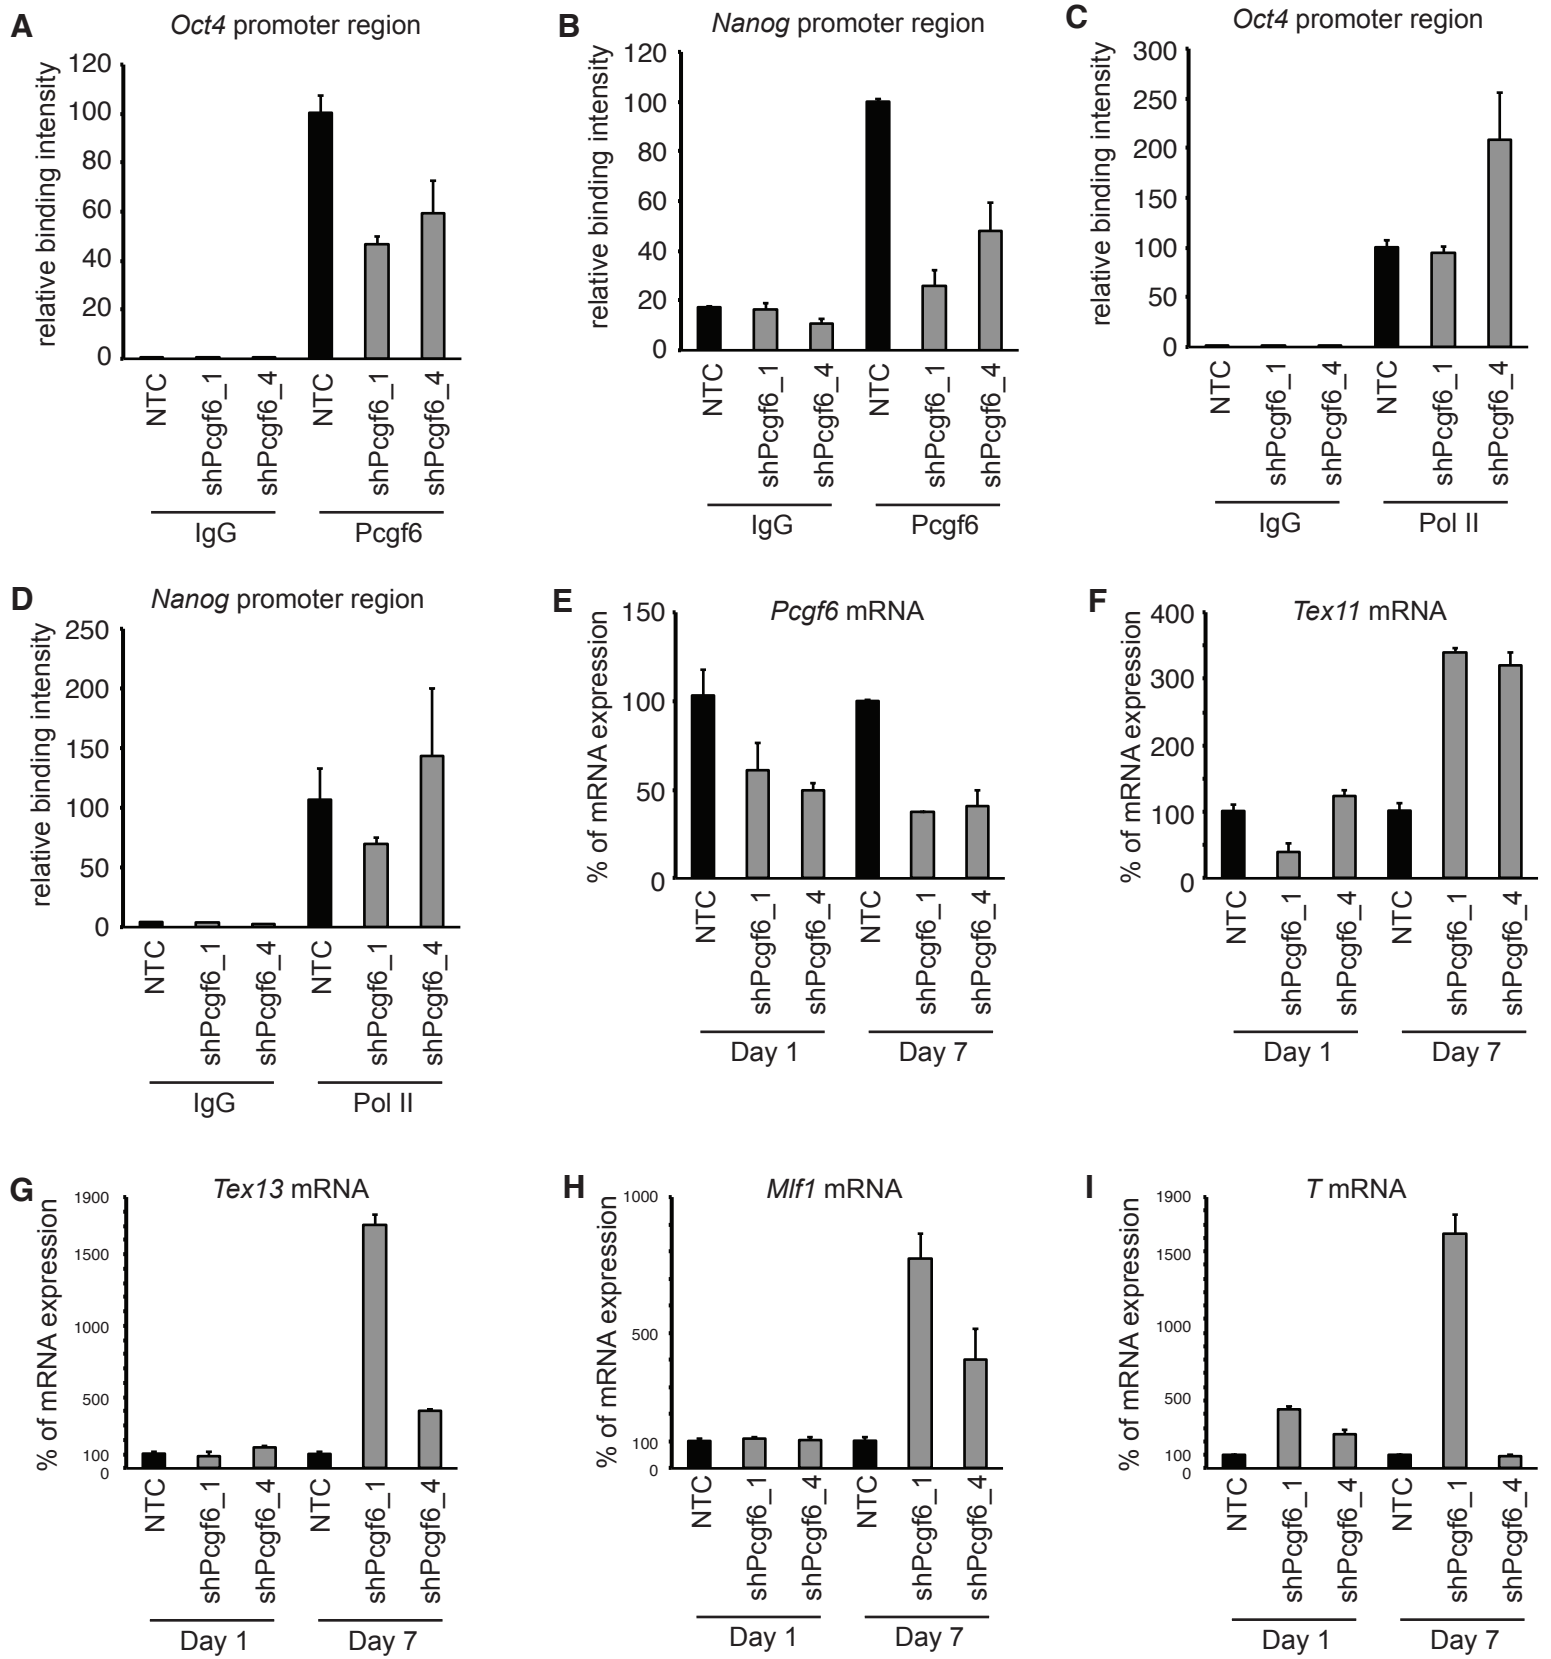

## **Figure S5.**

### **Direct Binding of Pcgf6 on Oct4 and Nanog Promoter Regions Verified by ChIP-qPCR.**

**(A) to (D)** Bar graphs showing binding intensity of Pcgf6 and RNA polymerase II (Pol II) on Oct4 and Nanog regions. CCE ESCs were transfected with two distinct pLKO shRNAs targeting Pcgf6. Two days post transfection, cells were fixed and crosslinked with DSG and paraformaldehyde as described in Experimental Procedures. Non-targeting shRNA served as negative control (NTC; black bars) for transfection. Chromatins were prepared and immunoprecipitation was performed by using specific Pcgf6 or Pol II antibodies. IgG antibody served as negative control (IgG) for ChIP assays.

Co-precipitated chromatins were extracted by phenol/chloroform/isoamyl alcohol to isolate DNAs. Binding intensities were detected by RT-qPCR and relative ratio was calculated by normalizing to input signal. Error bars denote standard errors of two wells.

**(E) to (I)** Bar graphs showing increase of differentiated gene expression at 7 days after Pcgf6 depletion in ESCs. CCE ESCs were transfected with two distinct pLKO shRNAs targeting Pcgf6 as indicated. Cells were harvested at 1 or 7 days post transfection. Transfected cells were selected with puromycin (2 ng/ml) for 7-day culture condition to maintain shRNA expression. Total RNAs were isolated with TRIZOL reagent and RT-qPCR was performed to detect mRNA expression of select genes as indicated. Relative ratio of mRNA expression was calculated by normalizing to non-targeting control (NTC; black bars). Error bars denote standard errors of two independent experiments.

## **SUPPLEMENTARY EXPERIMENTAL PROCEDURES**

### **Oct4-EGFP Mouse Embryonic Fibroblasts**

Oct4-EGFP MEFs were derived from the mouse strain B6;129S4-Pou5f1<sup>tm2(EGFP)Jae/J</sup> (Jackson Laboratory; stock #008214)<sup>53</sup> using the protocol provided on the WiCell Research Institute website (<http://www.wicell.org/>). In brief, E13.5 embryos were collected from time-mated pregnant female mice and MEF cells were isolated by mincing and trypsinizing embryos. Oct4-EGFP MEFs were maintained in MEF complete medium (DMEM with 10% FBS, nonessential amino acids, L-glutamine, in the absence of sodium pyruvate). Robustly growing cells (usually <4 passages) were used for induced reprogramming experiments.

### **Construction of Retroviral Vectors Expressing Transgenes**

*Pcgf6* cDNA was obtained by reverse transcription using total RNA from CCE ESCs and inserted into the retroviral vector pMXs downstream of the HA sequence (Addgene; <http://www.addgene.org/>). Ecotropic retroviruses expressing the transgenes were produced in Plat-E cells (Cell Biolabs, RV-101) and amphotropic viruses were produced in Plat-A cells (Cell Biolabs, RV-102) for transduction of mouse or human somatic cells, respectively. Virus-containing supernatants were collected 2 days post-transfection and added to cells with 6 µg/ml of polybrene (Millipore) to enhance transduction efficiency.

### **Human Induced Pluripotent Stem Cell Culture**

Derived human iPSCs were cultured following the protocols available on the WiCell Research Institute website (<http://www.wicell.org/>). Briefly, cells were grown in DMEM/F12 medium (Invitrogen, 11330-032) containing 20% Knockout serum replacer (Invitrogen, 10828), 4 ng/ml human recombinant basic fibroblast growth factor (bFGF; Invitrogen, 13256-029), 1 mM L-glutamine (Invitrogen, 25030081), and 1% nonessential amino acids (Invitrogen; Cat# 11140-050). iPSCs were seeded on a feeder layer of MEFs at early passages (1 to 4). MEFs were irradiated and seeded at  $1.88 \times 10^5$  cells per well in a six-well plate. For long-term cultures, hESC medium was conditioned by incubation with MEFs ( $2.12 \times 10^5$  cells/ml) for 24 h, and bFGF was added before use.

### **Immunofluorescence and Alkaline Phosphatase Staining**

Human iPSCs were analyzed for pluripotency markers as described<sup>54</sup>. Briefly, BJ-derived hiPSCs were fixed with 4% paraformaldehyde (Electron Microscopy Sciences, 15710-S) in PBS for 30 min at room temperature (RT), and permeabilized for 5 min at RT by treating with 0.1% Triton X-100 in PBS. Permeabilized cells were blocked with 5% goat serum in PBS for 30 min at RT and then incubated for 1 h at RT with antibodies to SSEA-4 (Santa Cruz, sc-21704), Tra-1-60 (Cell Signaling, 4746), Tra-1-81 (Cell Signaling, 4745), and Nanog (R&D Systems, AF1997) diluted at 1:500 in 1.5% goat serum in PBS. Cells were washed 3 times with PBS and then incubated for 1 h at RT with secondary antibodies (Alexa Fluor 488- or 546-conjugated) diluted 1:200 in 1.5% goat serum in PBS. Cell nuclei were stained with DAPI (4',6 diamidino-2-phenylindole). Fluorescence images were captured by on a Leica fluorescence microscope

equipped with a charge-coupled device camera. AP staining of fixed cells was performed with a Vector Red Alkaline Phosphatase Substrate Kit I (Vector Laboratories, SK-5100) according to the manufacturer's instructions.

### **Karyotyping of Human iPSCs**

The karyotypic integrity of hiPSCs was assessed by cytogenetic analysis (performed by Applied StemCell, Inc). In brief, Pcgf6-hiPSCs were treated overnight with colcemid and dissociated for G-band staining and chromosome counting. Chromosomes in the metaphase of 20 cells were counted, and 4 cells were examined for G-band staining with band resolution at 450–525.

### **Derivation of Pcgf6-mESCs**

HA-tagged *Pcgf6* cDNA was cloned into pcDNA and transfected into CCE ESCs. Control cells were transfected with pcDNA-EGFP. Transfected cells were treated with geneticin (G418) for at least 3 weeks before stable clones were manually selected. A total of 8 clones were examined for Pcgf6 expression by western blotting. Of the 5 positive clones, 4 with the highest Pcgf6 expression were selected for *in vitro* differentiation assays (#1, #4, #6, and #7).

### ***In vitro* Differentiation of Pcgf6-mESCs**

Pcgf6-mESCs generated as described above were dissociated by trypsin/EDTA treatment and resuspended in embryoid body (EB) medium (DMEM with 15% FBS, 1X nonessential amino acids, and 2 mM L-glutamine) at a final concentration of  $5 \times 10^4$  cells/ml. EB formation was

induced by dispensing 20  $\mu$ l (1000 cells) aliquots in hanging drops on an inverted Petri dish lid. Three days later, the EBs were collected and transferred to 0.1% gelatin-coated 6-well plates at 10–20 EBs/well. The colonies were observed on an inverted microscope every 3 days for 15 days. Cells were also collected for extraction of total RNA at the same time points (days 0, 3, 6, 9, 12, 15).

### **Western Blot Analysis**

Pcgf6-mESCs and Pcgf6-hiPSCs were lysed in M-PER buffer (Pierce), centrifuged, and the supernatants removed. Equal amounts of total protein were separated by 10% SDS-PAGE and transferred to PVDF membranes for western blotting with an anti-HA antibody (Roche Applied Science, 1186742300). GAPDH (Santa Cruz, sc-20357) and  $\beta$ -actin (Thermo Scientific, MS-1295) served as loading controls. Target proteins were detected with SuperSignal West Femto Chemiluminescent Substrate (Thermo Scientific, 34094).

### **siRNA-Mediated Gene Knockdown for Testing Reprogramming Efficiency**

Specific siRNAs against *Pcgf6* were purchased from Dharmacon (Thermo Scientific). Oct4-EGFP MEFs were transfected with a mixture of siRNA and Lipofectamine (Invitrogen) according to the manufacturer's instructions. Typically, at least 25 nM (final concentration) of each siRNA was used to effectively deplete Pcgf6. After 3–5 h, the transfection reagent was discarded and OSKM retrovirus-containing supernatant was added to induce reprogramming. Colonies were analyzed for EGFP expression 2 weeks later. Gene knockdown efficiency was

evaluated by semi-quantitative real-time RT-PCR ~24 h after retroviral transduction (data not shown). *Gapdh* mRNA served as an internal control to normalize mRNA expression signals.

### **siRNA-Mediated Gene Knockdown for Testing ESC Identity**

Reprogrammed Oct4-EGFP-miPSCs or CCE ESCs were seeded at  $1 \times 10^5$  cells/well in 12-well plates coated with 0.1% gelatin. The next day, cells were transfected by the addition of lipofectamine/siRNA complexes (25–50 nM final concentration) for 3–5 h, after which the transfection reagent was discarded and mESC medium was added. Four days after transfection, EGFP was detected by fluorescence microscopy or cells were stained for AP and examined by light microscopy.

### **Heatmap Visualization of ChIP-Seq Data Sets**

ChIP-Seq data sets for H3K4me3, H3K27me3 (GSE12241)<sup>35</sup>, Rnf2, Ezh2, Suz12 (GSE13084)<sup>36</sup>, Rbbp5, and Wdr5 (GSE22934)<sup>32</sup> in mESCs were obtained from the Gene Expression Omnibus (GEO). Data files with mm8 coordinates were converted to mm9 using UCSC liftOver tool. The genomic regions 2 kb upstream and downstream of the TSSs of H3K4me3- and H3K27me3-binding genes were divided into 100-bp bins. Regions flanking the TSSs of the same genes were used for detection of PRC1, PRC2, and TrxG protein binding. For each bin, the number of overlapping reads was calculated and normalized to the total reads. The normalized read densities of ChIP-seq signals were visualized as heat maps using Java TreeView.

### **Motif Analysis of Pcgf6 Consensus Binding Sites**

Peaks of ChIP-seq data were identified using MACS, with a  $p$ -value cutoff of 0.00001<sup>49</sup>. With promoter regions defined as 3 kb upstream and downstream of TSSs, the ChIP-seq regions residing in the promoters of mm9 RefSeq genes were annotated by CEAS<sup>50</sup>. The results obtained from ChIP-seq with 2 different Pcgf6 antibodies were merged, and the redundant peaks were removed. FASTA sequences of 1230 resulting ChIP-seq peaks were extracted from genomic coordinates. 

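Merging the 627 Santa Cruz and 936 Abcam peaks left 1186 regions, of which 636 had their centre within ±3 kb of a protein-coding TSS and 746 within ±10 kb. Without replicate 1 of each antibody, 549 merged regions lay within ±3 kb, and without replicate 2, 528.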

Motif discovery for Pcgf6 was performed by RSAT<sup>50</sup>.

How the deposited data were processed for this re-analysis (not part of the article)

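Pcgf6 ChIP-seq in CCE ESCs was analysed from 5 libraries, 2 replicates with the Santa Cruz antibody, 2 replicates with the Abcam antibody and 1 input library. The other experiments of the paper (microarrays, RT-qPCR, ChIP-qPCR, mass spectrometry, reprogramming) and the published data sets for histone marks, PRC1, PRC2, TrxG and RNA polymerase II were not analysed here. The deposited values of each library are a coverage signal made by the authors, the whole-number depth of reads extended to 300 bp on mm9 (NCBIM37), one library at a time, without scaling to library size and without division by the input. The paper's text does not name the aligner, the mapping filter or the treatment of duplicate reads. Reads that share a position were rare in the deposited signal (0.326% and 0.318% of fragments in the Santa Cruz replicates, 0.357% and 0.361% in the Abcam replicates, 2.27% in the input). The signal may therefore already carry a limit on duplicates, which these shares alone cannot decide. In the input, up to 10 fragments lay at the same position.

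The design written before the data were examined assumed aligned reads. Since the values are coverage, fragment positions were recovered from the rises and falls of the depth, which must lie 300 bp apart. At most 0.00707% of the falls in a library were left without a rise. The strand of a fragment is not kept in coverage, so 1 fragment was kept per position and fragments were placed at their middle. The replicates of each antibody were found to be the same fragments at a fixed shift between them of 1 or 15 positions, a difference in read length of 14, and were joined into 1 library per antibody in which a shared fragment counts once. The planned mean and SD over replicates and the planned limma fit between antibodies were therefore not run. One input library served all comparisons.

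Ratios of ChIP to input fragments were taken within ±2 kb of the TSS shared by most protein-coding transcripts of a gene (the upstream one on a tie), scaled by the library totals, with exact Clopper-Pearson 95% intervals. A one-sided exact binomial test was adjusted after Benjamini and Hochberg over the 22359 promoters and over the list alone, with a threshold of 0.05. Tests of this kind compare the fragments of 2 libraries, and their intervals cover counting error only. Peaks were called with a Poisson test after the scheme of MACS, which was not used itself, in windows of 600 bp and bins of 50 bp, with the local rate from 5 kb and 10 kb of the input and the p cutoff of 1e-05 that the Methods state. Promoter annotation used protein-coding transcripts of the GENCODE annotation in place of RefSeq genes and CEAS. Peak overlap was compared with 1000 random placements within chromosomes and with 5 pairs of libraries drawn from the input. Gene lists of Table S2 were compared with 10000 random lists matched in 20 groups by input fragments. Older gene symbols were matched through a RefSeq gene table. The TSS profile used 100-bp bins. The sequence of Figure S3D was counted in the central 200 bp of peaks and compared by an exact McNemar test and by 20 draws of windows matched on GC content, over 200 bp and, for 400 bp, over the same 400 bp. The depth of each chromosome was taken relative to the median autosome.

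Depth set the precision. The pooled libraries held 2567657 fragments with Santa Cruz, 3166184 with Abcam and 22284183 in the input. Each step was tested on simulated data before use. Of 200 promoters planted with a 4-fold enrichment, 80% were recovered with Santa Cruz and 83.5% with Abcam, and none of those planted with a 1.5-fold enrichment. These promoter rates hold for the adjustment over all 22359 promoters. Of 200 planted regions with a 10-fold enrichment, 83.5% and 89% were recovered as peaks.

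The genes named in the text were set before the data were examined: every gene the paper names in connection with Pcgf6 binding, the Hox genes in Table S2, the 5 promoters with the largest enrichment among those past the threshold in all 4 ChIP libraries, and the 5 shared peaks with the smallest p. Of these, 31 promoters of genes the paper names were tested. Snurf is not among them and was not analysed here, and Hoxa3, which has more than 1 gene identifier, was taken at the one with most transcripts. Genes named beyond this rule were chosen after their values were seen. The alternatives tried were all fragments as deposited, windows of ±1, ±3 and ±10 kb, scaling by the median ratio over 10 kb windows, each replicate left out, other p cutoffs and local rates, a stricter overlap, another pseudocount (0.1 fragment), a central region of ±1 kb for the profile, and 400 bp for the sequence search. Table S1 was not used here. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9.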

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

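The drawing of libraries from the input for promoters, the summed ratio over all promoters and the split of the input into 2 parts were chosen after the promoters past the threshold had been counted, and the other tests of this part before their results were seen.

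Of the 107 promoters past the threshold with both antibodies, 12 lie outside the satellite-like repeats and are in neither antibody column of Table S2: 2610042L04Rik, Gm10308, Gm4969, Cxxc4, Sec1, Gm9857, Gas2, A730013G03Rik, Sfi1, A830073O21Rik, 4632404H12Rik and AB041803. Their ratio over both antibodies ran from 2.35 to 11.7, a signal at promoters the paper does not list. The highest ratio, at 2610042L04Rik, rests on 6 fragments with each antibody against 4 in the input. At Cxxc4 on chromosome 3 (TSS at 133899784), 14 and 16 fragments against 33 gave 3.53. Sfi1 had 946 fragments in the input, where the median promoter has 69, so sequence present in more copies than in NCBIM37 is one open explanation there, which was not tested. For the 107 promoters as a set, chance in the counts is argued against by libraries drawn from the input, in which at most 0 promoters passed. GC content is argued against by windows of the same GC content away from promoters, of which 0.0493% passed the same p with both antibodies against 0.475% of promoters (one-sided Fisher exact p = 1.05e-20). Fragments that coincide between the antibodies are argued against as the whole cause, since 89 of the 107 were still past the threshold without them. Capture that raises all promoters alike would raise the summed ratio over all promoters above 1. With Santa Cruz it was 0.942, and the profile at the TSS relative to the input was 0.949 (0.935 to 0.963), which argues against it. With Abcam the summed ratio was 0.991 with ±2 kb and 1.01 (1.007) with ±1 kb, and the profile was 1.04 (1.03 to 1.05), which leaves room for a slight capture. It is argued against as the cause, since 98 promoters outside the repeats, picked with Santa Cruz and a random 50% of the input, had a summed Abcam ratio of 3.10 (2.95 to 3.25) against the other 50%, and the remaining promoters 0.969 (0.964 to 0.974), without the coinciding fragments. A listing under another symbol remains open, because 82.6% and 85.7% of the symbols in the antibody columns were matched. All libraries come from the same condition, so no biological explanation was tested.

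Of the 373 peaks shared between the antibodies, 137 (36.7%) lay more than 10 kb from any protein-coding TSS, where the paper reports no binding, and 84 of them had a p under 1e-07 with both antibodies. Chance in the input that both antibodies were set against is argued against as their cause by pairs of libraries drawn from the input and set against the rest of it, which shared at most 21 peaks over the whole genome. A bias of the input relative to both ChIP libraries would not appear in such draws and was not tested. Repeats with more copies in the cells than in NCBIM37 stay open, as do unannotated starts and non-coding genes, and none of these was tested. No biological explanation was tested.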

How the results depend on the processing

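Except where stated, the alternatives were set before the data were examined. No paired analysis was possible because the replicates of each antibody hold the same fragments, so that the samples of one number are not separate pairs. For the same reason, the planned limma fit between the antibodies and its alternatives were not run.

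Of 92 alternative values for 21 results that answer a comparison, 62 were counted as the same and 30 moved. The limit for a count was 1.5 times the main count, for the medians of Table S2 genes the spread of random lists, and for the profile and chromosome 6 the 95% interval from counting. The share of peaks at promoters and the share of peaks with CGNGGGCG, which carry a test, were counted by direction and side of the threshold, and both kept these against random placement and against sequence 5 kb away. Their values did change, to 49.8% and 57.4% within ±3 kb, and to 12.6%, 17.5% and 16.1% (Santa Cruz, Abcam and shared peaks) in 400 bp, a wider stretch of sequence. The Abcam profile at the TSS and the chromosome 6 values of the ChIP libraries moved under none of their alternatives.

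Counting all fragments as deposited moved the promoters past the threshold among all genes from 144 to 383 with Santa Cruz and from 246 to 621 with Abcam, the named promoters with Abcam from 1 to 3, the peaks from 627 to 5556 and from 936 to 6126, the shared peaks from 373 to 802, and the depth of chromosome 6 in the input from 1.218 to 1.223. For the promoters and peaks the cause lies in the construction, since a fragment held by both replicates is then counted 2 times while the test takes it as 2 independent ones.

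The size of the window mattered for the named genes. With Santa Cruz, the 2 promoters past the threshold over the list alone became 0 with ±1 kb, 0 with ±3 kb and 1 with ±10 kb, and from 0 to 1 with each replicate left out in turn (Mat2a was lost without either one, Hoxa4 without replicate 2). With Abcam, 1 became 2 with ±10 kb. Among all genes, the Santa Cruz number fell to 93 with ±10 kb. The median log2 enrichment of Table S2 genes was 0.26 (Ab#1 genes, Santa Cruz) with ±1 kb and 0.42 (Ab#2 genes, Abcam) with ±3 kb. With ±10 kb, it was 0.21 (Ab#1, Santa Cruz), 0.09 (0.0915; Ab#1, Abcam), 0.08 (0.0828; Ab#2, Santa Cruz) and 0.23 (Ab#2, Abcam), each still above all 1000 random lists drawn for it. A pseudocount of 0.1 fragment gave 0.56 for the Ab#2 genes with Abcam. The profile with Santa Cruz was 0.975 with a central region of ±1 kb. The cause of these changes was not tested.

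The p cutoff of 1e-07 gave 298 and 469 peaks, 221 of them shared. The genome-wide rate alone gave 1162 and 1587 peaks. A local rate that also used 1 kb of the input, added after the data were examined, gave 407 and 579 peaks with 237 shared. The removal of fragments at the same position in both antibodies, also added then, left 531 and 946 peaks.

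For 45 single promoters, starts and peaks, 319 alternative values were computed: 299 were the same, 5 weaker, 3 stronger, 12 moved and 0 reversed. In 14 cases, counted as the same, the ratio of a promoter not past the threshold crossed 1. The 5 weaker ones were the Santa Cruz calls of Mat2a and Hoxa4 in other windows. With a replicate left out, single genes were compared by value and not by call, so the calls lost there are counted as the same. In addition, the 12 moved ones were satellite-like repeat promoters, whose ratios were lower with a replicate left out. The shared peak near Gm5614 was lost with Abcam without the coinciding fragments.

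Depth limits the single promoters. With a median of 7 and 9 fragments, a 1.5-fold enrichment was recovered at 0% of simulated promoters after adjustment over all 22359. Adjustment over the list alone was not simulated, and a weak enrichment at a named promoter could be missed. The intervals limit this at Pou5f1 (upper limits of 1.24 with Santa Cruz and 1.26 with Abcam) and Myc (1.24 and 1.18). At Sox2, Nanog, Lin28a and Lin28b, at least 1 interval reached past 1.5. Summed over these 6 promoters, the upper limits were 0.947 and 1.19, so a 1.5-fold enrichment of the sum lies outside both intervals.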

Differences from the paper's values

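The paper extracted 1230 peaks for motif discovery, after merging both antibodies and annotating promoters within ±3 kb. The merged peaks within ±3 kb of a TSS numbered 636 here. Of the alternatives set before the data were examined, the genome-wide rate in place of the local input rate gave 1167, which is within 1.5 times the paper's value. The other alternatives gave 307 (p cutoff of 1e-07), 734 (adjusted p), 2482 (all fragments as deposited), 549 and 528 (without replicate 1 and 2). The merged peaks without regard to promoters numbered 1186.

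The number of Pcgf6-bound genes within ±3 kb is about 1200 in Figure S2D, read by eye, and 704 genes had a peak here. The value was 808 with the adjusted p and 1280 with the genome-wide rate, both within 1.5 times the paper's. It was 341, 2612, 606 and 586 with the p cutoff of 1e-07, all fragments as deposited, and without replicate 1 and 2.

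The paper's Table S2 holds 2006 symbols over its antibody columns. Here 931 genes had a peak within ±10 kb with either antibody. The genome-wide rate gave 1734, within 1.5 times the paper's value, and the remaining alternatives gave 445 (p cutoff of 1e-07), 1066 (adjusted p), 4172 (all fragments as deposited), 787 and 771 (without replicate 1 and 2).

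The paper states that Pcgf6 is enriched at the promoters of Sox2, Oct4, Nanog, Lin28a, Lin28b and Myc. Here 0 of the 6 promoters were past the threshold with either antibody, with ratios from 0.590 to 0.903 for Santa Cruz and from 0.617 to 1.99 for Abcam. Lin28b with Abcam was past the threshold over the list alone with a window of ±10 kb (1.87), and at its upstream start the ratios were 3.66 and 2.66, a site chosen after seeing the values. No alternative called the other 5. None of the 6 genes is in the antibody columns of the paper's own Table S2. For Oct4 and Nanog, the paper also reports a ChIP-qPCR signal that fell after Pcgf6 depletion (Figure S5A,B), which was not analysed here.

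The paper describes Hes1, Mat2a and Kpna2 as strongly bound. With Santa Cruz, Mat2a passed over the list alone (1.95) but not without replicate 1 (1.86) or without replicate 2 (2.03), and with Abcam it passed only when all fragments as deposited were counted (1.59). Hes1 (0.365 and 1.42) and Kpna2 (0.951 and 1.16) passed under none of the alternatives. A Santa Cruz peak was called 1100 bp upstream of the Mat2a TSS, and none within 30 kb of the TSS of Hes1 or Kpna2.

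The paper states that Pcgf6 bound the Hox promoters. Of the 7 examined, 1 passed with Santa Cruz over the list alone (Hoxa4, 2.13, lost without replicate 2 at 1.95) and 0 with Abcam. Hoxa4 passed with Abcam when all fragments as deposited were counted (1.70).

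For Hcfc1 and Ruvbl2, at whose promoters the paper reports binding, the ratios were 0.534 and 0.964 with Santa Cruz and 0.866 and 1.14 with Abcam, and neither passed under any alternative.

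The paper selected 17 genes as bound by Pcgf6 for siRNA knockdown. Of the 16 examined, 1 passed over the list alone with Santa Cruz (Mat2a, lost without either replicate at 1.86 and 2.03) and 1 with Abcam (Ivns1abp). This count rests on the adjusted test within ±2 kb, whereas the paper annotated peaks within ±10 kb. Within ±10 kb, peaks were called here at Ivns1abp (both antibodies), Mat2a (Santa Cruz), Ctps (Abcam) and Cdk2 (Abcam, nearest to Rab5b), and at no other of the 16.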

Other observations

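In this part, the comparison of replicates, the ratios at repeats with all fragments as deposited, the sequence CGNGGGCG in 400 bp, the choice of gene families and sequences, the comparison of chromosomes at equal GC content and the exact test between antibodies were chosen after the result was seen. The test of the other members of the gene families was written after the count of all members had been seen and before its own values were.

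The replicates of each antibody may be the same library in 2 forms. If so, their counts over 10 kb windows would differ by less than Poisson noise, and the larger chi-square per degree of freedom of the 2 replicate pairs was 0.132 (0.1315). Between the antibodies it was 1.01 for replicate 1. The shared fragments lay at 2 fixed offsets that match reads of different length. Which form the paper used was not tested.

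Fragments at the same position also occurred between antibodies more often than at other offsets. Away from promoters and peaks, 0.995% of Santa Cruz fragments of replicate 1 lay at the position of an Abcam fragment of replicate 1, and 2.47% did so in replicate 2, against 0.163% and 0.169% at other offsets. This is consistent with fragments of one library read under the name of the other, since capture of the same DNA by both antibodies would raise the share at promoters and peaks only. A shared batch of the libraries was not tested.

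The ratios at satellite-like repeats on chromosomes 2 and 9 were high with both antibodies. The limit of 1 fragment per position applied here is argued against as the whole cause, since the summed ratio over the 13 promoters was 5.06 to 7.07 in the 4 libraries with all fragments as deposited, against 5.33 to 6.59 with the limit. If the deposited signal already carries a limit, that limit may still lower the deeper input, and it cannot be lifted here. Fragments there fell on positions taken in the input 7.75 (Santa Cruz) and 7.67 (Abcam) times as often as density predicts, against 1.26 and 1.33 times at the other 94 promoters past the threshold with both antibodies. No biological explanation was tested.

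Several genes with names of germ cell families were among the promoters past the threshold with both antibodies. Of 66 genes with symbols that begin with Tex, Spata, Tdrd, Syc, Piwil or Dmrt, 6 passed (9.09%: Dmrtb1, Dmrtc2, Spata22, Sycp1, Tdrd1 and Tex12), against 0.453% of other genes (one-sided Fisher exact p = 7.5e-07). A first count also took in Tdrkh, which passed and bears another prefix, and gave 7 of 67 (one-sided Fisher exact p = 3.24e-08). Tdrkh was taken out after that. Since the families were picked after such names had been seen, both p overstate the evidence, and the count was replaced as the test for this reason. A further comparison used the 60 members that did not pass. Their median log2 enrichment was −0.0016 with Santa Cruz and 0.06 with Abcam, at the 89.7 and 95.9 percentile of 10000 random lists matched on input fragments. Since the members that passed were left out, this comparison decides neither for nor against a preference for these families, and chance among gene names stays open.

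The sequence CGNGGGCG in shared peaks may follow from their GC content. Windows of the same GC content held it in 8.23% of cases against 8.58% of the shared peaks (5.94 to 11.9%). For the Abcam peaks GC content is not excluded. In 400 bp, 17.5% (15.1 to 20.1%) held the sequence, above the mean of 13.4% of windows matched over the same 400 bp and above the largest of 20 draws (15.2%), which lies just inside the interval.

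The sequences CACGTG, bound by several helix-loop-helix proteins, and GCGGGAA, of the E2F type, were counted because E2f6 and Mga were seen among the promoters past the threshold with both antibodies. CACGTG was in 59 of the 373 shared peaks (15.8%, exact 95% interval 12.3 to 19.9%), against 2.41% at 5 kb distance and at most 5.09% of windows of the same GC content in 20 draws. GC content is therefore argued against for CACGTG, while other properties of promoters were not tested, and a link with the proteins pulled down is a hypothesis. GCGGGAA was in 25 of the shared peaks (6.70%, 4.38 to 9.74%), against at most 4.56% of windows of the same GC content. The share lay above all 20 draws, but its interval reached below the largest of them, so that GC content is not excluded with 25 peaks. Among the Abcam peaks alone, 6.41% (4.93 to 8.18%) held GCGGGAA, above the largest draw of 3.42%, and among the Santa Cruz peaks 4.62% (3.12 to 6.58%) against 3.83%. Both sequences stood under a joint prediction at first and were judged separately after their counts had been seen.

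Chromosome 6 had a raised depth in every library. Relative to the median autosome it was 1.22 in the input, 1.26 with Santa Cruz and 1.26 with Abcam. In windows of the same GC content, these values were 1.31 (1.313), 1.31 and 1.30, which is consistent with extra copies of chromosome 6 in a part of the culture. Chromosome 11 stood at 1.37 in the input and at 1.10 in windows of the same GC content. In such windows of the input, chromosome 17 stood at 0.812 and chromosome X at 0.375. Since input and ChIP rise alike, the ratios of promoters on chromosome 6 (Nanog, Mat2a and the Hoxa genes) are not raised by this. Mappability was not tested as a cause.

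Between the antibodies, 2 of 22359 promoters differed past the threshold, Gm10222 (117 fragments with Santa Cruz, 340 with Abcam) and Gm10925 (90 and 244), both on chromosome 1 (two-sided exact binomial test, Benjamini-Hochberg adjusted p = 8.07e-13 and 3.11e-07). The TSSs of these 2 genes lie at 24619539 and 24621627, so their ±2 kb windows overlap and are not separate regions. The input held 1003 fragments at Gm10222 and 757 at Gm10925, where the median promoter has 69. Sequence present in more copies than in NCBIM37 stays open there. An unadjusted p under 0.05 was found at 550 promoters (2.46%). No explanation was tested.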
